# A combination of improved differential and global RNA-seq reveals pervasive transcription initiation and events in all stages of the life-cycle of functional RNAs in *Propionibacterium acnes*, a major contributor to wide-spread human disease

**DOI:** 10.1186/1471-2164-14-620

**Published:** 2013-09-14

**Authors:** Yu-fei Lin, David Romero A, Shuang Guan, Lira Mamanova, Kenneth J McDowall

**Keywords:** Pervasive transcription, Leaderless mRNA, Small non-protein-coding RNAs, RNA degradation and processing, Promoters and regulatory elements, Transcriptional landscape, Differential and global RNA-seq

## Abstract

**Background:**

Sequencing of the genome of *Propionibacterium acnes* produced a catalogue of genes many of which enable this organism to colonise skin and survive exposure to the elements. Despite this platform, there was little understanding of the gene regulation that gives rise to an organism that has a major impact on human health and wellbeing and causes infections beyond the skin. To address this situation, we have undertaken a genome–wide study of gene regulation using a combination of improved differential and global RNA-sequencing and an analytical approach that takes into account the inherent noise within the data.

**Results:**

We have produced nucleotide-resolution transcriptome maps that identify and differentiate sites of transcription initiation from sites of stable RNA processing and mRNA cleavage. Moreover, analysis of these maps provides strong evidence for ‘pervasive’ transcription and shows that contrary to initial indications it is not biased towards the production of antisense RNAs. In addition, the maps reveal an extensive array of riboswitches, leaderless mRNAs and small non-protein-coding RNAs alongside vegetative promoters and post-transcriptional events, which includes unusual tRNA processing. The identification of such features will inform models of complex gene regulation, as illustrated here for ribonucleotide reductases and a potential quorum-sensing, two-component system.

**Conclusions:**

The approach described here, which is transferable to any bacterial species, has produced a step increase in whole-cell knowledge of gene regulation in *P. acnes*. Continued expansion of our maps to include transcription associated with different growth conditions and genetic backgrounds will provide a new platform from which to computationally model the gene expression that determines the physiology of *P. acnes* and its role in human disease.

## Background

*Propionibacterium acnes* is a member of the Actinobacteria, a phylum that includes *Streptomyces*, *Mycobacterium* and *Corynebacterium*. It is renown through its associated with acne vulgaris [1], the most common of all human skin diseases, as well as life-threatening diseases [2], such as meningitis [3] and endocarditis [4]. Most recently, evidence has emerged that *P. acnes* infection causes chronic back pain following physical injury [5]. More usually, it is a harmless commensal of the skin, residing ubiquitously in sebaceous follicles [6]. To adapt, colonise and survive, *P. acnes* needs to sense and respond to changes in its natural environment [7], yet almost nothing is known about how the physiology and growth of *P. acnes* is shaped by regulated gene expression. The 2.6 Mbp genome of *P. acnes* strain KPA171202, the first to be sequenced, contains 2,333 annotated genes [8]. However, the organisation and regulation of the transcription units within this clinically important organism remained to be determined experimentally. Indeed, prior to the work reported here, no transcription start sites (TSSs) had been mapped. Other key aspects of gene regulation for which no information was available were mRNA turnover [9], which ensures translation follows programs of transcription, the generation of RNA components of the translational machinery [10,11], and the prevalence of small regulatory RNAs [12]. Recently, the importance of understanding *P. acnes* gene regulation was exemplified by a study that found the ability of different strains of *P. acnes* to cause disease stems from divergence in the expression as well as the content of their genomes [13].

In the first part of this report, we describe improved global and differential RNA-sequencing (RNA-seq) approaches (Additional file 1) and their use in the construction of the first nucleotide-resolution transcriptome maps of *P. acnes* KPA171202, maps that show sites of RNA processing and degradation in addition to sites of transcription initiation. In the second part, we show how analysis of these maps can shed light on many of the key steps in bacterial gene expression and regulation. We describe ‘pervasive’ transcription, riboswitches, leaderless mRNAs, small non-protein-coding RNAs, post-transcriptional control and unusual tRNA processing. Expansion of these maps to incorporate transcriptional landscapes under different conditions and genetic backgrounds will ultimately reveal how regulated gene expression shapes the physiology and growth of *P. acnes*. As per the original differential (dRNA-seq) approach [14], we distinguished 5′ ends corresponding to transcription initiation from those generated through RNA processing and degradation on the basis of their 5′-phosphorylation status. This was done here, however, using tobacco acid pyrophosphatase (TAP), an enzyme that converts a 5′ triphosphate to monophosphate [15], prior to constructing and sequencing cDNA libraries of native 5′-end segments (Additional file 1). The vast majority of primary transcripts are synthesised with a 5′-triphosphate group, while the 5′ ends of most ‘secondary’ transcripts, *i.e.* those generated through RNA processing and degradation, have a monophosphate group [9,16,17]. Thus, an increased number of sequencing reads from a 5′ end following TAP treatment is an identifier of a transcription start site (TSS). The original dRNA-seq approach differentiated 5′ ends using Terminator™ exonuclease (TEX), which removes 5′-monophosphorylated transcripts [14]. To determine 3′ as well as 5′ boundaries and the abundance of transcripts, aliquots of some RNA samples were also analysed using a global RNA-sequencing (gRNA-seq) approach (Additional file 1) that avoids the use of PCR [18]. As indicated above, dRNA-seq identifies native 5′-ends only.

## Results

### Overview of approach

We analysed the transcriptomes of duplicate cultures of *P. acnes* strain KPA171202 grown exponentially in Holland’s Synthetic Medium (Additional file 2). This defined medium was chosen as it supports highly reproducible growth, which reduces experimental variation and in turn allows underlying features to be identified with increased certainty. It can also be modified easily to investigate the contribution of individual components to growth and cellular physiology. To assess the sensitivity of our dRNA-seq approach to changes in gene expression, samples were taken following subculture with and without potassium downshift (*i.e.* removal of potassium sources from the medium). We choose this change because of its long-established relevance to skin, *e.g.* potassium levels fluctuate as a result of perspiration [19] and potassium deficiency is associated with dermatoses [20]. Moreover, *P. acnes* genes inducible by potassium downshift were predictable from prior studies of other bacteria [21]. Thus, the differential approach described here used eight cDNA libraries; 2 replicates × 2 conditions × 2 treatments (minus or plus TAP treatment). 3 to 6 million reads were obtained for each library and mapped onto the *P. acnes* genome. Next we counted, for each library, the number of times each genome position was the first nucleotide in sequence reads, *i.e.* associated with a 5′ end *in vivo*. Then the reads corresponding to minus and plus TAP treatment were compared using M-A scatterplots for each replicate and condition. Samples from one of the cultures were also analysed by 5′ RACE, high-density microarrays and gRNA-seq to allow comparison with more widely used approaches.

### Transcription start sites

For each replicate and condition, M-A scatterplots [where M = Log_2_ (reads plus/minus TAP treatment), and A = (log_2_ plus + log_2_ minus)/2] revealed a population of values that centred close to an M value of 0, corresponding to sites of processing and degradation, and another with higher M values, corresponding to transcription start sites (Figure 1). The envelope of values corresponding to sites of processing and degradation was defined by using the standard deviation of M values in windows of ascending A values [22,23]. By this simple approach we were able to take into account the inherent noise within the dRNA-seq data (Figure 1). 5′ ends with M values above the envelope were then identified. This corresponded to around 6 thousand of the 600 thousand positions in each comparison. To increase the power of our TSS analysis, we did not distinguish between samples from subcultures with and without the potassium downshift. Positions with M values above the envelope in each of the four experiments (2 duplicates × 2 conditions) were designated positions of transcription initiation, and positions within 8 nt of each other were classified as belonging to the same TSS. With regard to the latter, it is well established that many promoters can initiate transcription at more than one nucleotide position [24]. For the few genes that showed a change in gene expression following potassium downshift, the stringency of the analysis was reduced to the condition under which transcription could be detected most readily. By this approach we identified 4,058 TSSs (Additional file 3). The probability of a position being outside the envelope in each of four comparisons by chance is less than 1 in 100 million (6/600 to the power 4). The latter number vastly exceeding the total of 5′ ends identified. Moreover, the identified TSSs were associated with low p-values (on average 6.5E-07, see Additional file 3) as determined using Rank Products Analysis [25,26], which is a statistical method specifically developed to analyse data that is based on replicated experiments and compares two outputs, in our case RNA-seq reads obtained with and without TAP treatment.

**Figure 1:**
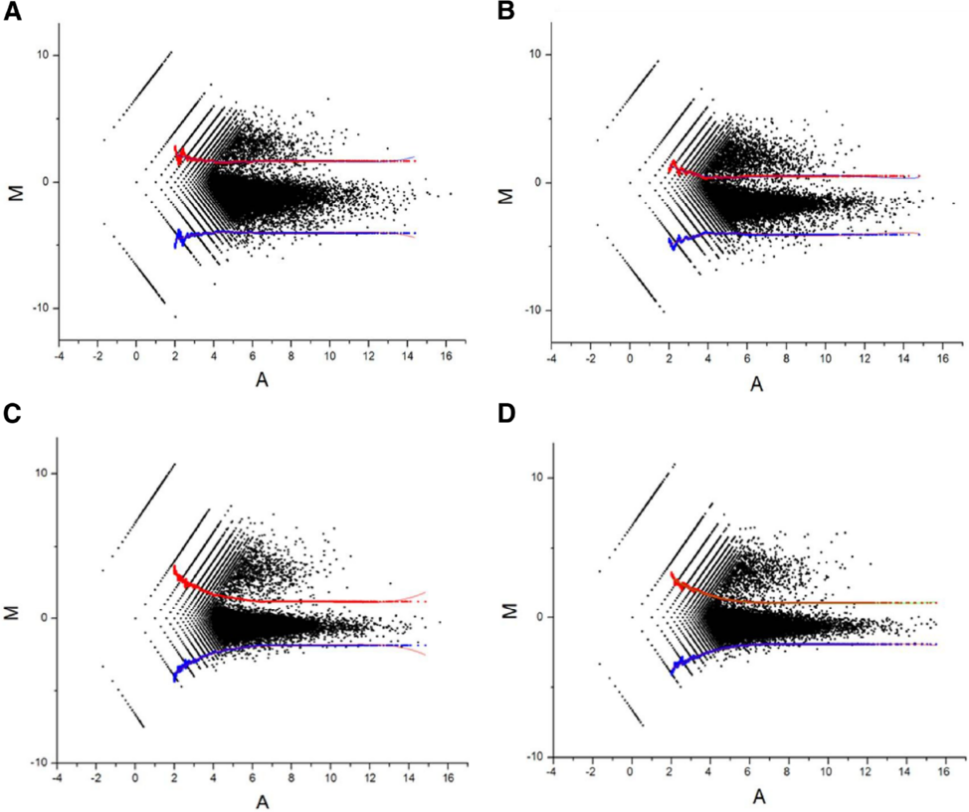
**M-A scatterplots of values from the differential RNA-seq analysis. (A)** and **(B)** show data for cells sub-cultured without and with a potassium downshift, respectively. **(C)** and **(D)**, as **(A)** and **(B)**, except data is for a duplicate starter culture. The M values correspond to Log_2_ (plus/minus) and A values to (Log_2_ plus + Log_2_ minus)/2, where minus and plus refer to the number of reads before and after treatment with TAP. For further details, see *Methods*. The red and blue points represent the upper and lower boundaries, respectively, of an envelope that contains sites of processing and degradation. The upper and lower boundaries were defined by the equation μ ± 3σ, where μ and σ are the average and standard deviation, respectively, of M in a moving window of 5,000 data-points sorted in ascending order of A [22,23].

Next, using the UCSC Genome Browser [27], we viewed the positions of the TSSs alongside genes annotated in GenBank [28] and transcription units revealed by gRNA-seq. With regard to the latter, it should be noted that for every position in the genome, we determined the number of times it was read irrespective of its position in fragmented RNA. Moreover, we limited the upper range of the gRNA-seq reads, which gives transcription units a block appearance, to make it easier to decipher their 5′ and 3′ boundaries. 

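The gRNA-seq data comprised 1 library from cells subcultured without and 1 from cells subcultured with potassium downshift, taken 1 h after subculture. For each library and strand, the authors deposited the coverage of each position of the KPA171202 genome, as the number of reads that include the position, without normalization. Reads that mapped equally well to several places were kept by the authors at each of those places. The summed coverage was 3838949101 on the forward and 5811351910 on the reverse strand without downshift, and 5607360274 and 9311050592 with downshift. Of this coverage, 75.7% without and 86.0% with downshift lay within 6000 nt of the 5S rRNA peaks of the 3 rRNA operons. The median position was read 21 times without and 17 times with downshift, and 2.11% and 8.54% of positions, respectively, were not read at all. Since each condition had 1 library, the spread between cultures could not be measured for gRNA-seq, and the values that follow carry no p-values.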

The main gene(s) of interest to us in any view are always depicted left to right. For genes on the reverse strand, the RNA-seq data are given negative values and are shown in red instead of black, and the genome position numbering is reversed. For all classes of functional RNA, mono- and poly-cistronic mRNAs, ribosomal RNAs, transfer RNAs and ubiquitous small RNAs, we were able to identify TSSs that aligned with the 5′ boundaries of transcription units revealed by gRNA-seq (for examples, see Figure 2). Such TSSs are represented by black vertical lines. 

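At the TSSs of Figure 2, the mean coverage of the 50 nt from the TSS was compared with that of the 50 nt before it. At EN-159-61 coverage rose from 2.08 to 69.9 reads without and from 0.520 to 147 reads with downshift, and at EN-2177 from 7.50 to 324 and from 6.54 to 606 reads. At EN-4196 it rose from 17.3 to 52.0 and from 9 to 48.9 reads. The rise at EN-160898, the TSS of the PPA0134 to PPA0136 transcript, was from 18.9 to 299 reads without and from 24.1 to 589.7 reads with downshift. Upstream of 16S rRNA, coverage went from 447 to 709 and from 586 to 1051 reads at EN-605678-81, and from 1015 to 4088 and from 1399.6 to 5879.7 reads at EN-605784-87. Over the Ala (CGC) tRNA the mean coverage was 728804 reads without and 450027 with downshift, against 190.0 and 185 reads in the 100 nt before it. The tmRNA had a mean coverage of 65920.3 and 104241 reads, against 288 and 378 reads in the 100 nt on either side.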

Interestingly, the majority of TSSs we identified did not correspond to the 5′ boundaries of obvious transcription units, or at least those of annotated genes (for several examples, see panel B). These TSSs are represented by blue vertical lines. 

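Of the 4164 TSSs in Additional file 3, 3057 are marked as having no leading edge. Their median step, the log2 ratio of coverage in the 50 nt after to the 50 nt before the TSS, was 0.57 without and 0.68 with downshift. At 10000 random positions with the same share of each strand it was 0.00 and -0.03. Coverage at least doubled at 33.2% (95% confidence interval 31.6 to 34.9%) of these TSSs without and 38.3% (36.6 to 40.1%) with downshift, and at 13.0% and 9.40% of the random positions. Within the PPA0134 to PPA0136 transcript, the log2 step at EN-162048 was 0.43 without and 0.58 with downshift, at EN-162302 -0.32 and -0.26, and at EN-163525 -0.02 and -0.03. At EN-161669 on the other strand it was 0.56 and 1.16. The position of these TSSs relative to coding regions was not analysed here, since the gene annotation was not used.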

The function of the corresponding transcripts is cryptic with a large proportion being found within coding regions on either the sense or antisense strand. Evidence for ‘pervasive’ transcription, a widespread phenomenon in eukaryotes [30,31], is emerging in bacteria [14,32-46]. 

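The leading edges, which the authors judged by viewing the gRNA-seq data, were measured as steps in coverage at the 1107 TSSs listed with a leading edge in Additional file 3. Of these, 980 were enriched after TAP treatment and 127 were identified from the leading edge only. The median log2 step was 2.41 (95% confidence interval 2.31 to 2.57) without and 3.20 (3.05 to 3.33) with downshift, over the 1105 TSSs far enough from the ends of the sequence. Coverage at least doubled at 85.9% of them without and 93.9% with downshift. The median coverage of the 50 nt after the TSS was 84.4 and 116 reads, against 14.1 and 10.9 reads in the 50 nt before it. A pseudocount of 10 in place of 1 moved the medians most, to 1.79 and 2.30. The paper states that these TSSs mark the 5′ boundaries of transcription units or discrete RNAs of high abundance.

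**Figure D1:**
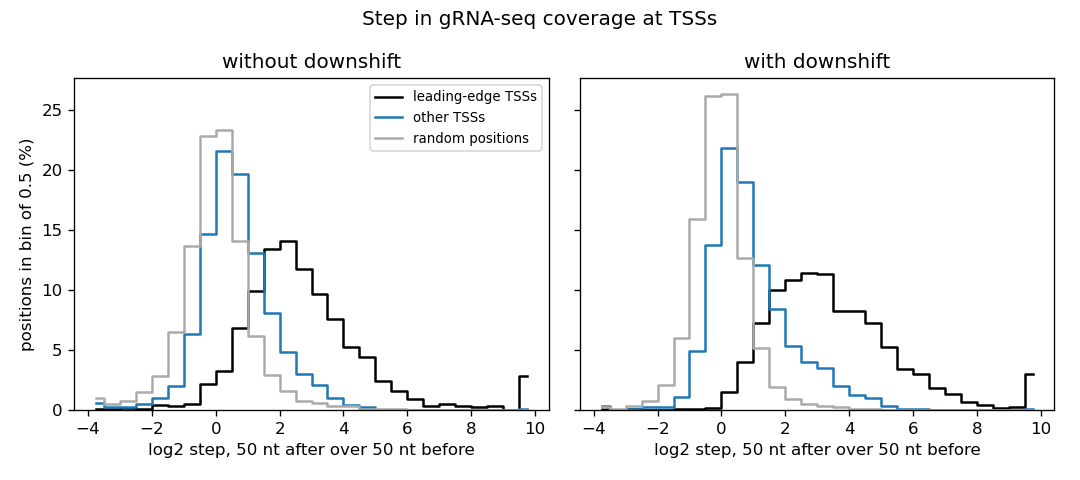
Distribution of the log2 step in gRNA-seq coverage at leading-edge TSSs (black), other TSSs (blue) and 10000 random positions (grey), in the library without (left) and with downshift (right). The x axis is the log2 ratio of the 50 nt after to the 50 nt before each position and the y axis the percentage of positions per bin of 0.5. Values outside the axis are counted in the outermost bins. The medians of leading-edge TSSs are 2.41 and 3.20, and those of other TSSs 0.57 and 0.68.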

Of the TSSs we identified, 1106 were associated with the 5′ boundaries of transcription units corresponding to annotated genes, as illustrated in Figure 2, or produced discrete RNAs of high abundance relative to flanking regions (see section below). The TSSs associated with step increases in transcription are identified within Additional file 3.

**Figure 2:**
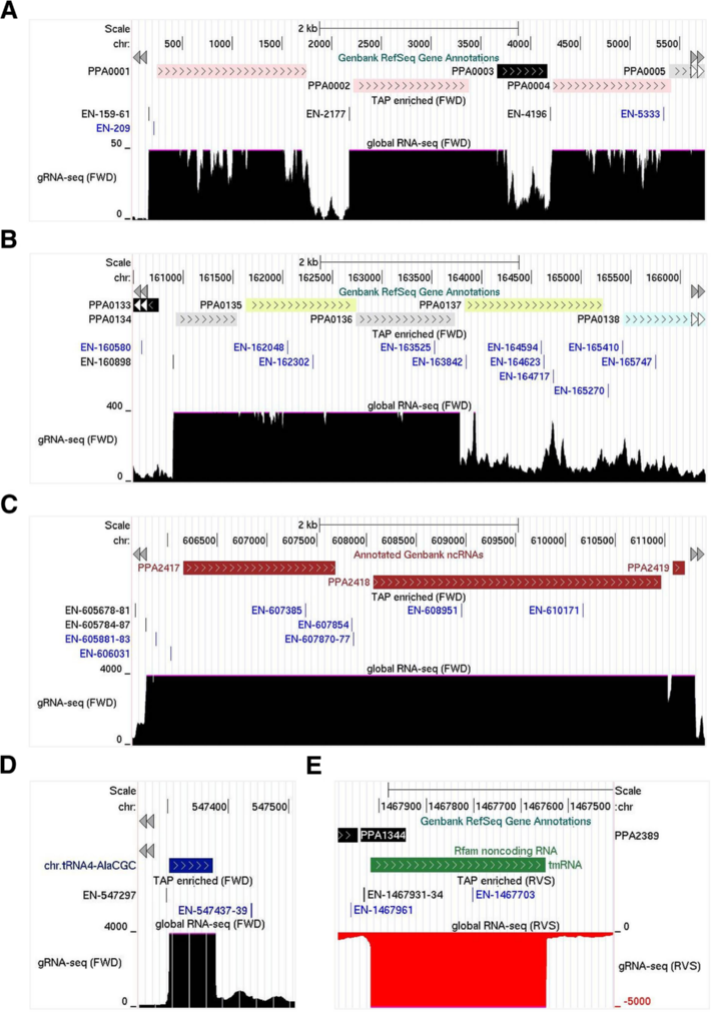
**Examples of TSSs associated with different classes of RNA.** All the corresponding genes are shown left to right regardless of whether they are encoded on the forward **(A)**, **(B)**, **(C)** and **(D)** or the reverse **(E)** strand. The global RNA-seq data for genes on the forward and reverse strand is coloured black and red, respectively. Furthermore, reads corresponding to the reverse strand have been given negative values. **(A)**, **(B)**, **(C)**, **(D)** and **(E)** show data corresponding to monocistronic mRNAs (PPA001, PPA002 and PPA004), polycistronic mRNA (PPA0134-6), ribosomal RNA (PPA2417-2419), transfer RNA (AlaCGC) and sRNA (tmRNA), respectively. The panels are screenshots from the UCSC Microbial Genome Browser [29]. In each panel the tracks depict from top to bottom, the position of annotated genes (protein or RNA coding, as appropriate), the positions of TSSs identified by the analysis of M-A scatterplots (Additional file 3), and the number of times each position on the corresponding strand was sequenced following fragmentation of the transcriptome (gRNA-seq). The numbers at the ends of the RNA-seq tracks indicate the scale of the sequencing reads, while the numbers at the top of each panel indicate the genome position. TSSs in black text were judged by viewing of the gRNA-seq data to be clearly associated with leading edges of transcription, while those in blue text were not. EN indicates that a TSS was *en*riched following TAP treatment.

### Processing and degradation sites (PDSs)

The vast majority of the 5′ ends detected by dRNA-seq (~640,000) corresponded to processing and degradation sites (PDSs), which were not enriched following TAP treatment and were internal to transcription units identified by gRNA-seq. *P. acnes* encodes three endoribonucleases, RNase E [47], RNase Y [48] and RNase III [49], and a dual endonuclease/5′ to 3′ exonuclease, RNase J [50,51], (Additional file 4) that could account for the large number of PDSs. The coverage provided by PDSs is sufficient to allow the detection of transcription units and changes in gene expression. This is illustrated here using the *kdp* operon (Figure 3), which encodes an inducible high-affinity potassium transporter (Additional file 2) as well as an associated two-component sensory and regulatory system [21]. The vertical bars correspond to positions at which a 5′ end was detected by dRNA-seq following TAP treatment, irrespective of whether or not it was enriched. The bar height indicates the number of times a 5′ end was detected by sequencing. Shown are the results of analysing RNA extracted from cells with and without a potassium downshift. A horizontal arrow (in main panel) indicates the position of genes corresponding to the *kdp* operon. Following the downshift, it is clear from the dRNA-seq data that the expression across this entire operon increases substantial. The average number of reads increased by ~100 fold, which is similar to that detected using microarrays and gRNA-seq [52]. 

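In the gRNA-seq data, the 8000 nt from the kdp TSS (LE-137320-22) had a mean coverage of 29.5 reads without and 907 reads with downshift. After scaling the libraries by 1.25, the median ratio of coverage over 1027 segments of 300 nt from leading-edge TSSs, the log2 ratio was 4.57, a 23.7-fold increase. Over the 8 consecutive segments of 1000 nt, the increase was in order 64.9, 37.6, 48.2, 64.2, 15.2, 14.1, 8.40 and 12.9-fold. From the fourth to the fifth segment, coverage went from 11.1 to 54.0 reads without and from 975 to 1048 reads with downshift. At the TSS itself, coverage rose from 12.6 to 582 reads with downshift and changed from 16.4 to 13.2 reads without it. Of the alternatives chosen before the data were examined, median in place of mean coverage moved the log2 ratio most, to 5.00. The paper states that the increase in gRNA-seq was similar to that found by dRNA-seq.

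**Figure D2:**
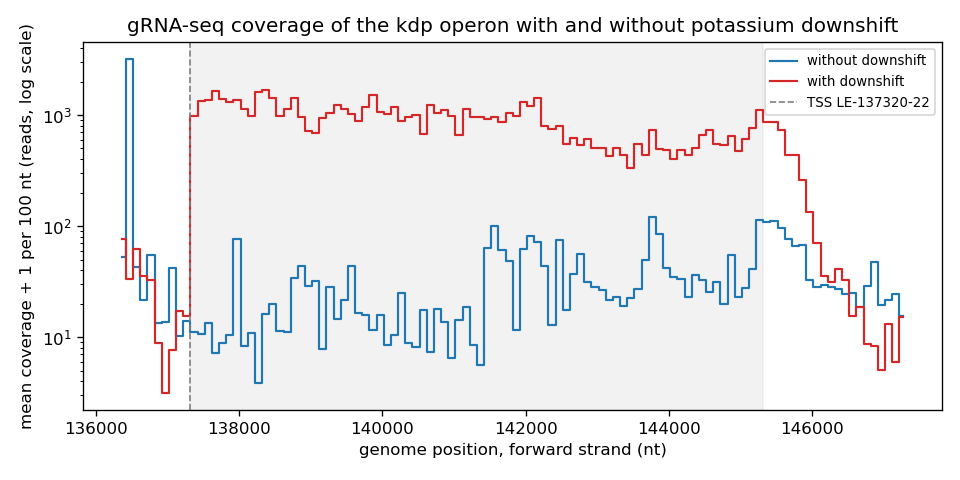
Mean gRNA-seq coverage plus 1 (reads, log scale) in bins of 100 nt along the forward strand around the kdp operon, without (blue) and with (red) potassium downshift, before scaling. The dashed line marks the TSS and the grey area the 8000 nt used for the ratio. Means over this area are 29.5 and 907 reads. The single high bin without downshift before the TSS is a narrow peak that does not belong to the area measured.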

Genes with altered gene expression as a result of the downshift have been catalogued based on Rank product analysis of the microarray data (Additional file 5).

**Figure 3:**
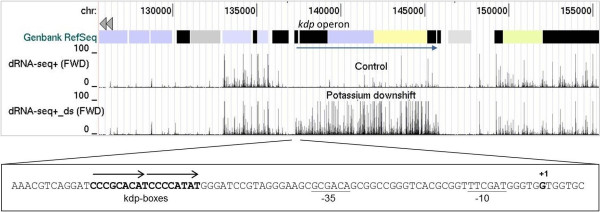
**Differential RNA-seq analysis of the *kdp *operon.** The tracks depict, from top to bottom, the positions of annotated genes in a condensed (packed) format, and the number of times each nucleotide position was the first in dRNA-seq reads (following TAP treatment) for samples taken following sub-culture without and with potassium downshift. The remainder of the labelling is as Figure 2. The inset shows the sequence in which the TSS was located. Black arrows indicate the position of direct repeats predicted to be the binding site of KdpE, the response regulator of the two component system, and underlining indicates the probable positions of the −35 and −10 boxes of the corresponding promoter (see text for details). The position of the TSS (+1) is marked.

### Transcription and maturation of stable RNAs

In stark contrast to what has been found for *B. subtilis*[53], which along with *E. coli* is one of the main model systems in which tRNA processing has been studied in detail [11], none of the *P. acnes* tRNA genes (Additional file 6) are part of the three rRNA operons. 

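The 45 tRNAs of Additional file 6 were compared with the 100 nt on either side in the gRNA-seq data. The median log2 ratio of coverage inside to outside was 6.35 (95% confidence interval 5.79 to 9.04) without and 8.13 (7.38 to 9.18) with downshift. It was at least 1 for 43 tRNAs in each library. The exceptions, Cys (GCA) and Phe (GAA), are next to another tRNA. Between Cys (GCA) and Gly (GCC), 27 nt apart, the mean coverage was 96015 reads without and 22769 reads with downshift. In the gap of 64 nt between Met (CAT) and Thr (GGT) it was 25733 and 5686 reads, and in the 60 nt between Asp (GTC) and Phe (GAA) 26386 and 7579 reads. Of the pairs of neighbouring tRNAs less than 500 nt apart, 4 are not listed as operons by the paper, and the mean coverage of their gaps ranged from 637 to 6347 reads without and from 484 to 4029 reads with downshift. Within the gaps of the listed operons, the lowest coverage was 1458 to 2509 reads without and 1624 to 3260 reads with downshift. In the other 4 pairs it was 0 to 791 and 0 to 1531 reads, so with downshift the ranges nearly met. Taking the higher of the flanks in place of their mean gave a median log2 ratio of 5.38 without and 7.62 with downshift.

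**Figure D3:**
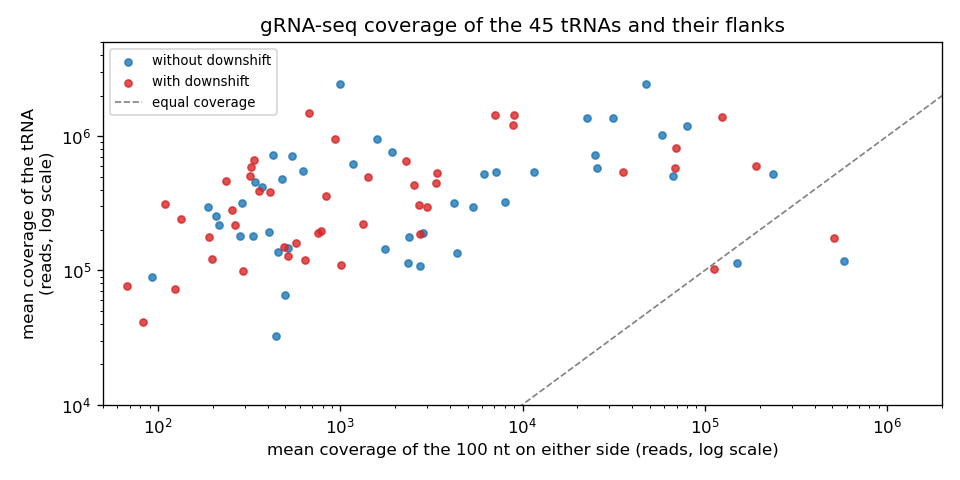
Mean gRNA-seq coverage of each of the 45 tRNAs (y axis, reads, log scale) against that of the 100 nt on either side (x axis, reads, log scale), without (blue) and with (red) downshift. The dashed line marks equal coverage. In each library 43 of the tRNAs lie at least 2-fold above it.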

Another striking difference is that most *P. acnes* tRNA genes are transcribed individually: we only found one example of a tricistronic tRNA operon (Val, GAC; Cys, GCA; Gly, GCC), and two examples of dicistronic operons (Met, CAT; Thr, GGT; and Asp, GTC; Phe, GAA). Thus, co-transcription does not appear to be a major means of regulating stable RNA production in *P. acnes*, unlike the situation in *B. subtilis*[53].

Analysis of our dRNA-seq data revealed processing sites (*i.e.* 5′-end sequences of the downstream products of endonucleolytic cleavage) close to the 3′ ends of most *P. acnes* tRNAs (Figure 4), about half of which are encoded by genes with a 3′ CCA triplet (Additional file 6). As in the previous figure, all genes are drawn left to right irrespective of whether they are on the forward or reverse strand, and the RNA-seq data for genes on the forward and reverse strand are shown in black using positive values and in red using negative values, respectively. The dRNA-seq data incorporates an additional track showing the results obtained before TAP treatment. No increase in bar height following TAP treatment is an identifier of a site of processing or degradation. *P. acnes* has a homologue of tRNA nucleotidyltransferase (Additional file 4), which is known to attach CCA to tRNAs that are not transcribed with this motif [11]. A 3′ CCA on mature tRNA is essential for several functions related to translation [54]. Closer inspection of tRNAs encoded by genes with a 3′ CCA triplet revealed endonucleolytic cleavage a few nucleotides downstream of the tRNA (for an example, see panel A). This fits with current models in which the precursors of these tRNAs are trimmed back by 3′ exonucleases to produce a 3′ CCA end to which amino acids can be attached [11]. *P. acnes* contains homologues of RNase PH and RNase D, two 3′-5′ exonucleases known to be involved in trimming tRNA (Additional file 4). Interestingly, cleavage sites were also identified *within* 3′ CCA triplets (for examples, see panel B and C). In these examples, the cleavage was always between the Cs. To our knowledge such processing has not been described previously in bacteria. However, it is well established that at least some members of the tRNA nucleotidyltransferase family can recognise partial CCA ends and add only the residues that are missing [54]. Should *P. acnes* tRNA nucleotidyltransferase mediate this function *in vivo*, cleavages within 3′ CCA triplets would not result in terminal inactivation of the tRNA. The identity of the *P. acnes* endoribonuclease that cuts within 3′ CCA triplets is open to speculation. However, it is unlikely that it will be the homologue of RNase E as the *E. coli* enzyme has been found to have a preference for cutting bonds within sites rich in A and/or U nucleotides [55]. Whatever the actual identity of the endonuclease, it might also cut 3′ to tRNAs encoded by genes that lack a 3′ CCA triplet (Figure 4, panel D). *P. acnes* lacks an obvious homologue of tRNase Z, the endonuclease that generates the 3′ end for the post-transcriptional attachment of the CCA in *E. coli*, *B. subtilis* and other bacteria [11]. Differential RNA-seq also identified mature tRNA 5′ ends (Figure 4), which are generated ubiquitously by RNase P [11].

**Figure 4:**
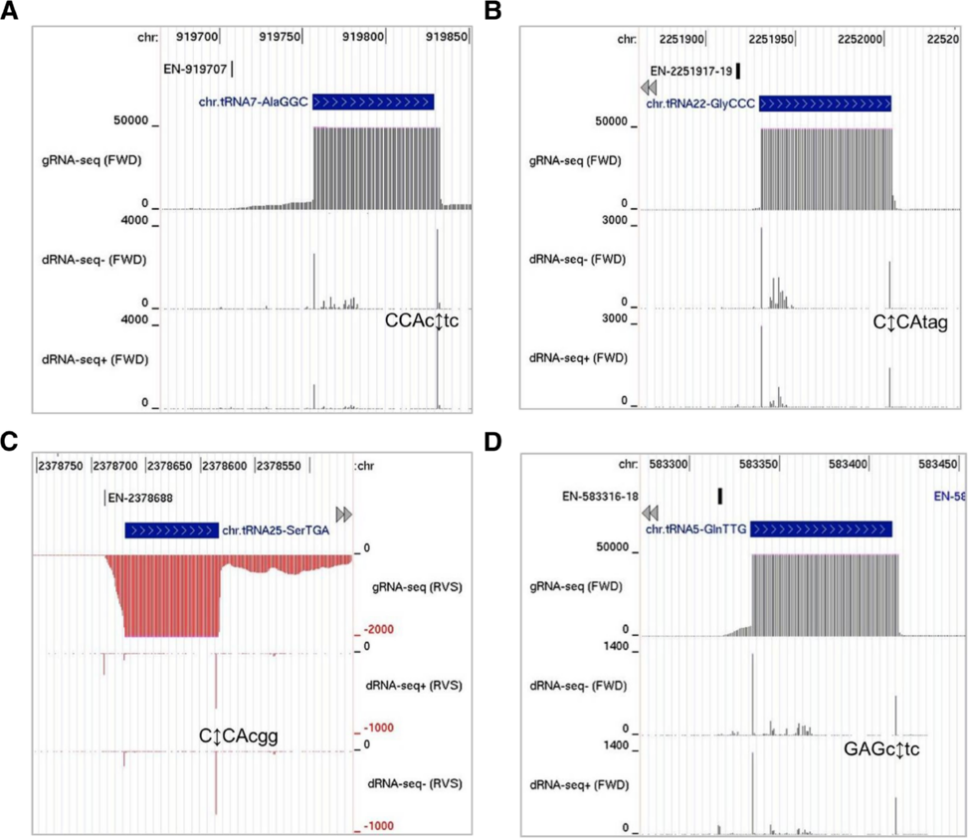
**Location of 3′ tRNA processing sites. (A)**, **(B)**, **(C)** and **(D)** correspond to tRNAs Ala (GGC, PPA2421), Gly (CCC, PPA2455), Ser (TGA, PPA2461) and Gln (TTG, PPA2415), respectively. As described for Figure 2, all the corresponding genes are shown left to right with the RNA-seq data for genes on the forward and reverse strands depicted by black, positive bars and red, negative bars, respectively. For each panel, the tracks depict, from top to bottom, the location of the TSS, the position of the tRNA gene, the gRNA-seq data, and the average of the dRNA-seq values before and after TAP treatment (combining values for the control and potassium-downshift sample). Vertical (double-headed) arrows indicate the peaks that correspond to processing on the 3′ side of the tRNAs. The sequences flanking these sites are also shown. The remainder of the labelling is as Figure 2. In **(A)** and **(B)**, the dRNA-seq reads corresponding to the TSSs are too low to be detected at the scales used to identify the processing sites.

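In the gRNA-seq data, the tRNAs of Figure 4 were read many times more often than the 100 nt after them. Ala (GGC) had a mean coverage of 1375430 reads without and 1214710 with downshift, against 61119.6 and 16364 reads in the 100 nt 3′ of it. Gly (CCC) had a mean coverage of 706058 reads without and 660753 with downshift, against 1013 and 576 reads in the 100 nt 3′ of it. Ser (TGA) had a mean coverage of 179142 reads without and 218956 with downshift, against 457 and 384 reads in the 100 nt 3′ of it. Gln (TTG) had a mean coverage of 323433 reads without and 294171 with downshift, against 15508 and 5467 reads in the 100 nt 3′ of it.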

For each of the three rRNA operons in *P. acnes,* two TSSs were identified upstream of the 16S rRNA gene, an arrangement reported previously for *E. coli*[56-58] and *B. subtilis*[59]. For each operon, we also identified staggered cleavages in each of two pairs of complementary regions that flank 16S and 23S rRNA (Figure 5). These cleavages are likely mediated by the *P. acnes* homologue of RNase III (Additional file 4), which is a well-characterised, double-strand-specific endoribonuclease [60] with a widespread role in the maturation of ribosomal RNA [10]. In addition to sites of RNase III cleavage, we identified sites corresponding to the mature 5′ ends of all three ribosomal RNAs and the mature 3′ end of 16S rRNA. We also identified sites within one or two nucleotides downstream of the mature 3′ end of 23S and 5S rRNA. This indicates that, as found for other bacteria, the maturation of rRNA in *P. acnes* requires the action of multiple endoribonucleases. 

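The step changes were measured in the gRNA-seq data at sites labelled in Figure 5, as the log2 ratio of coverage in the 50 nt after to the 50 nt before the site. The step at the cleavage site upstream of 16S rRNA was 1.26 without and 1.76 with downshift. At the site 3′ of 16S rRNA coverage fell from 154495 to 8582 reads without and from 130202 to 11010 reads with downshift. At the site upstream of 23S rRNA it rose from 8566 to 62469 and from 15382 to 129299 reads. At the site 3′ of 23S rRNA the log2 step was -2.95 without and -0.99 with downshift. The 50 nt after this site reach the start of 5S rRNA. Positions with at least 1% of its highest coverage begin at 611076 without and 611075 with downshift. They raise the coverage after the site, so this step understates the fall and does not compare the libraries. The largest change between neighbouring positions within 10 nt was a log2 ratio of 0.39 and 0.61 at the site upstream of 16S rRNA, where coverage rose gradually. At the sites 3′ of 16S rRNA, upstream of 23S rRNA and 3′ of 23S rRNA, it was -2.42, 1.45 and -2.50 without and -2.25, 2.04 and -2.40 with downshift. The steps at the mature ends of each rRNA were not analysed here.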

All of the sites described above were associated with a step change in transcript level as revealed by gRNA-seq (data not shown). Following endonucleolytic cutting, the mature 3′ ends of *P. acnes* 23S and 5S rRNA are likely produced by trimming of short 3′ tails. Regarding the generation of the mature 5′ end of 16S rRNA*, P. acnes* has homologues of both RNase J and RNase E (Additional file 4), ribonucleases that mediate this function in *B. subtilis* and *E. coli*, respectively [10]. Interestingly, we also identified multiple cleavage sites within 16S, 23S and 5S rRNA. These may represent steps in controlling the quality of rRNA (and ribosomes) [61], preventing rRNA accumulating in excess over ribosomal proteins [62,63] or simply mediating the normal turnover of the RNA. The nature of cleavages within processed rRNA is being investigated.

**Figure 5:**
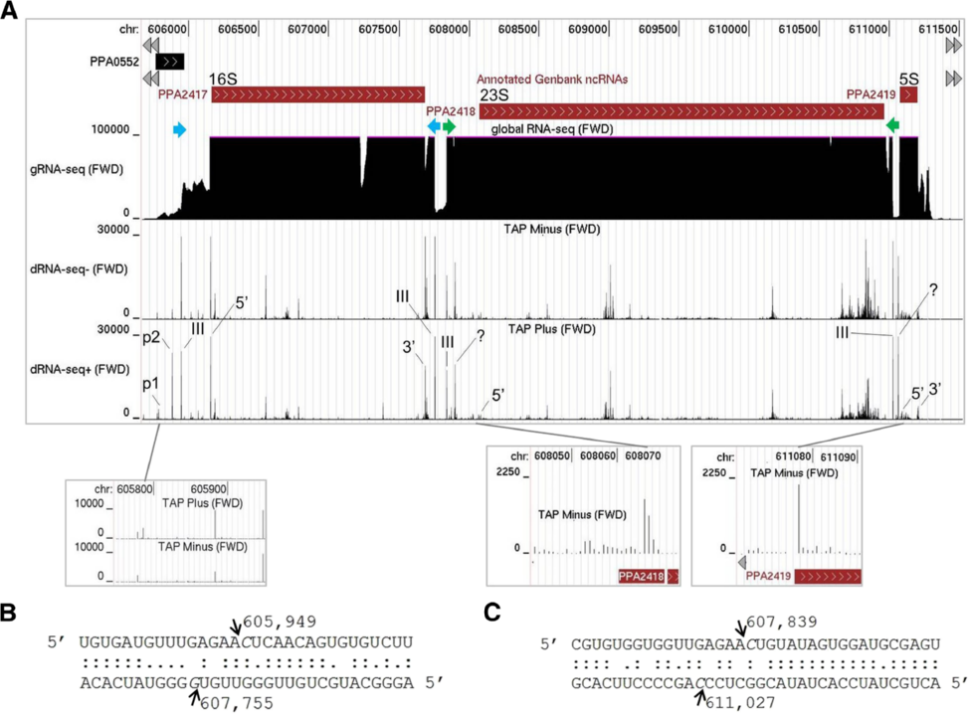
**Location of ribosomal RNA processing sites. (A)** shows an annotated view of the *rrnA* cluster. Labelling indicates the position of TSSs (p1 and p2) and major processing sites referred to in the text. The position of p1 is just downstream of a processing site associated with upstream transcription, which is detectable using a narrower range of reads. Short horizontal, filled arrows (blue and green) indicate the positions of complementary regions that facilitate extensive base-pairing. The insets show better the position of the promoters at the 5′ end of 16S RNA and cleavages at the very 5′ end of 23S and 5S using a narrower range of reads (following TAP treatment, dRNA-seq+). The remainder of the labelling is as Figure 2. **(B)** and **(C)** show the base-pairing of the complementary regions that flank 16S and 23S rRNA, respectively. For each, the positions of staggered cleavages are shown.

### Processing within mRNA

We were also able to identify specific cleavage sites in other classes of RNA. For example, we detected staggered cuts within a base-paired region of the 5′ leader of *pnp* mRNA (Figure 6), which encodes a 3′-5′ exonuclease (Additional file 4). Cleavage at the equivalent sites in *E. coli* by RNase III has been shown to produce 3′ ends that are accessible by PNPase. This facilitates an autoregulatory mechanism that ensures any overproduction of PNPase is only transitory as it leads to increased degradation of *pnp* mRNA [65-67]. This autoregulatory mechanism would appear to be evolutionarily conserved: experimental evidence for its existence in *Streptomyces* spp. has been obtained [68].

**Figure 6:**
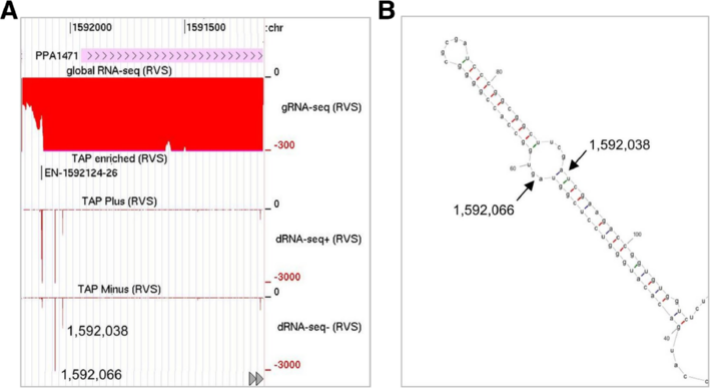
**Location of RNA processing sites in the 5′ UTR of *pnp *mRNA. (A)** shows the gRNA-seq and dRNA-seq data, while **(B)** shows the location of the processing sites relative to the secondary structure of the 5′ UTR as predicted using MFold [64]. The labelling of **(A)** is as Figure 2. The RNA-seq data for *pnp* is depicted by red negative bars as this gene is encoded on the reverse strand. In **(B)** the nucleotide positions are numbered relative to the TSS, while the sites of processing are numbered relative to the genome.

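On the reverse strand at pnp, the gRNA-seq coverage rose at the TSS EN-1592124-26 from a mean of 122 to 879.7 reads without and from 170 to 682 reads with downshift, over 50 nt before and after it. Between the TSS and the first of the cuts labelled in Figure 6, the mean coverage was 1018 reads without and 748 with downshift. Between the cuts it was 1494 and 1091 reads, and over the 300 nt after the second cut 688 and 776 reads.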

### Vegetative promoters

To gain knowledge of vegetative promoters in *P. acnes*, we aligned with the aid of MEME [69] the sequences upstream of 92 TSSs associated with genes of the translational machinery (Additional file 7). This revealed hexanucleotide sequences GnTTnG and TAnnnT centred on average −36 and −9 nt, respectively, from the TSSs (Figure 7). These sequences and their relative locations are similar to the consensus reported previously for ‘vegetative’ promoters of *E. coli*[71,72]. Following convention established for *E. coli*, we will refer to the above *P. acnes* sequences as ‘-35’ and ‘-10’ boxes, respectively. The consensus sequences of the equivalent boxes in *E. coli* promoters, TTGACA and TATAAT, are centred on average −33 and −10 nt, respectively, from the centre of the TSSs [71,72]. The positioning of the −35 box of *E. coli* closer to the TSS, means that the shared TnG (located in the 5′ half of the *E. coli* box and in the 3′ half of the *P. acnes* box) is on average in the same position relative to the TSS in both organisms. Thus, it appears that the sequence specificity of the housekeeping RNA polymerases in *P. acnes* and *E. coli* retain several elements in common despite these organisms diverging hundreds of millions of years ago.

**Figure 7:**
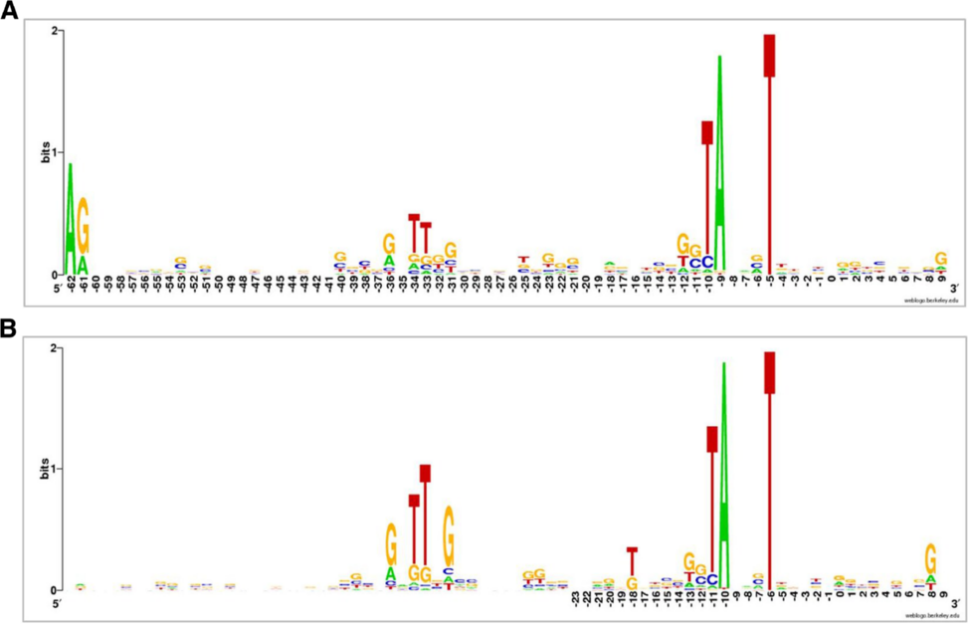
**Conserved sequences in promoters associated with genes encoding the translational machinery. (A)** and **(B)** are Weblog representations [70] without and with changing the length of the spacer of individual promoters to maximise alignment of the −35 box (Additional file 7). The combined height of nucleotide symbols shows the level of sequence conservation at a particular position, while the height of individual symbols within a stack of nucleotides indicates the relative frequency at that position. The nucleotide positions are numbered relative to the average position of TSSs. In **(B)** numbering only extends to the point at which gaps were introduced to maximise the alignment.

We next analysed the sequences upstream of the 1106 TSSs associated with step increases in transcription, *i.e.* the 5′ boundaries of obvious transcription units. This revealed that the vast majority had appropriately positioned sequences matching the −10 box consensus. For example, using MEME, we identified 872 (79%) that matched the single most common sequence variant (TAnnnT). As an aside, this finding reinforces the fact that the combined RNA-seq approach described here identifies *bona fide* TSSs. Computational predictions of TSSs in *Propionibacterium* and related genera that utilise the promoters identified here as a learning set will be presented elsewhere. Consistent with the analysis of the promoters of rRNA, r-protein and tRNA genes (Additional file 7 and Figure 7), the overall level of sequence conservation at the −35 position was considerably lower. Nevertheless, promoter sequences were identified that also matched the single most common sequence variant of the −35 box consensus (GnTTnG). In addition to the promoters of rRNA, r-proteins and tRNA genes, this included the promoters of the genes of translation factors EF-Tu (PPA1873), IF-2 (PPA1493) and IF-3 (PPA1414) and central metabolism enzymes, *e.g.* alanine dehydrogenase (PPA2274), dihydrolipoamide acyltransferase (PPA0693), uridylate kinase (PPA1519), 3-oxoacyl-(acyl-carrier-protein) reductase (PPA1533), cytochrome d ubiquinol oxidase subunit I (PPA0176), fructose-1,6-bisphosphate aldolase (PPA2024), isopentenyl diphosphate delta isomerase (PPA2115), nitric-oxide reductase subunit B (PPA1975), and polynucleotide phosphorylase (PPA1471). Moreover, these promoters were associated with some of the highest transcript levels (data not shown), consistent with the well-established finding that promoters with matches to a consensus tend to be ‘strong’ [73].

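The transcript levels were examined for those of the 12 named non-ribosomal genes whose TSS can be placed from Additional files 3 and 9 or Figure 6. These were 4 genes, and their mean gRNA-seq coverage over 300 nt from the TSS was ranked among 1027 leading-edge TSSs. The percentile of PPA1471 (pnp) was 97.2 without and 95.7 with downshift, and that of PPA0176 84.0 and 92.9. PPA1533 was at percentile 56.5 and 52.9, and PPA2115 at 59.7 and 60.5. Their median percentile was 71.9 without and 76.7 with downshift, higher than in 87.0% and 92.3% of 10000 random lists of the same size. With median coverage in its place, it was 77.7 and 77.0. The remaining genes, whose positions the annotation holds, were not analysed here.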

### Uncovering multiple layers of regulation

The identification of TSSs and promoter sequences within the context of high-resolution transcriptome maps provides a much improved platform for assessing the complexity of gene regulation. This is illustrated here using the *P. acnes* homologue of NrdR, a transcription factor that controls the expression of ribonucleotide reductases (RNRs) [74,75], key enzymes that catalyse the formation of deoxyribonucleotides from ribonucleotides [76]. By using MEME to compare sequences positioned −60 to +15 relative to TSSs mapped for *nrdR* and genes encoding components of RNRs, we were able to identify probable binding sites for NrdR (herein referred to as nrd-boxes). These binding sites overlapped some, but not all of the identified promoters: a pair of nrd-boxes overlapping the distal of the two promoters for the *nrdRJ* operon and a single nrd-box overlapping the *nrdAB* promoter (Figure 8). Moreover, after constructing a position-weight matrix and scanning the entire genome of *P. acnes* using PREDetector [77], we identified another pair of nrd-boxes far downstream of the *nrdDG* promoter active under the growth conditions used in this study. Thus, it appears that the transcription of *nrdR* and several of its targets are under the control of multiple promoters, only some of which are regulated by NrdR.

**Figure 8:**
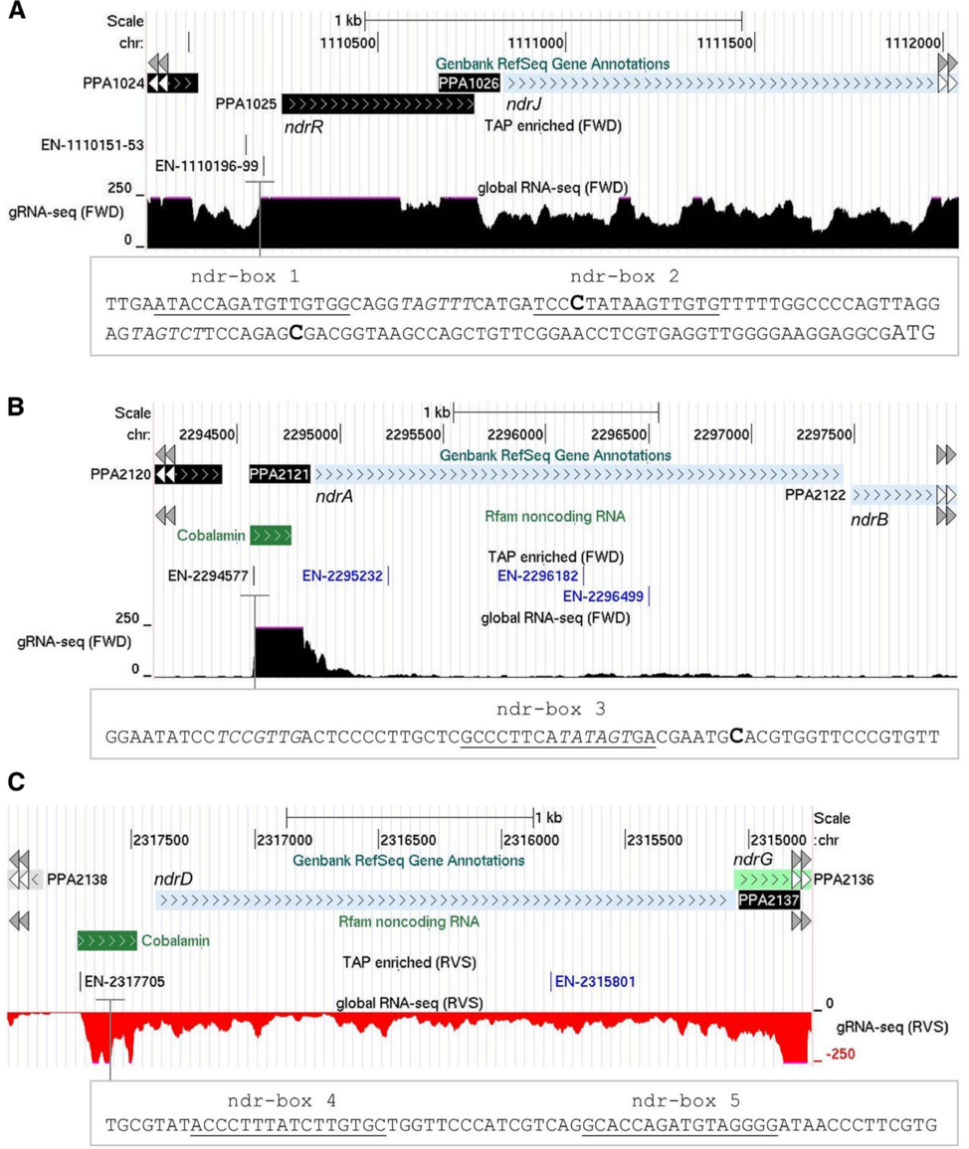
**Transcription, promoters and *cis*-regulatory motifs within the *nrd *operons. (A)**, **(B)**, and **(C)** correspond to the *nrdRJ* (PPA1025-1026), *nrdAB* (PPA2121-2122), and *nrdDG* (PPA2137-2136) operons, respectively. For each panel, the tracks show, from top to bottom, the positions of annotated genes, the position of TSSs (Additional file 3) and the gRNA-seq data. As the *nrdDG* operon is encoded on the reverse strand, the corresponding RNA-seq data is depicted by red negative bars. The inset in each panel shows the positions of predicted nrd-boxes and their sequences (underlined text) in relation to the TSS (bold, larger font text), where appropriate. The remainder of the labelling is as Figure 2.

We also found evidence of post-transcriptional control: much of the transcription of the *nrdAB* operon (encoding subunits of a RNR) appears to terminate before the first structural gene (Figure 8). 

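The 5′ UTR of nrdAB, as listed in Additional file 8, had a mean gRNA-seq coverage of 498 reads without and 783 reads with downshift. Over 2000 nt within nrdA, from 500 nt after the TSS EN-2294577, it was 13.1 and 7.14 reads. The log2 ratio of the leader to the coding region was 5.15 without and 6.59 with downshift. With the first 300 nt of the gene in place of 2000 nt, it was 3.86 and 5.25. From this fall in coverage, the paper proposes that much of the transcription terminates before the first structural gene.

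**Figure D4:**
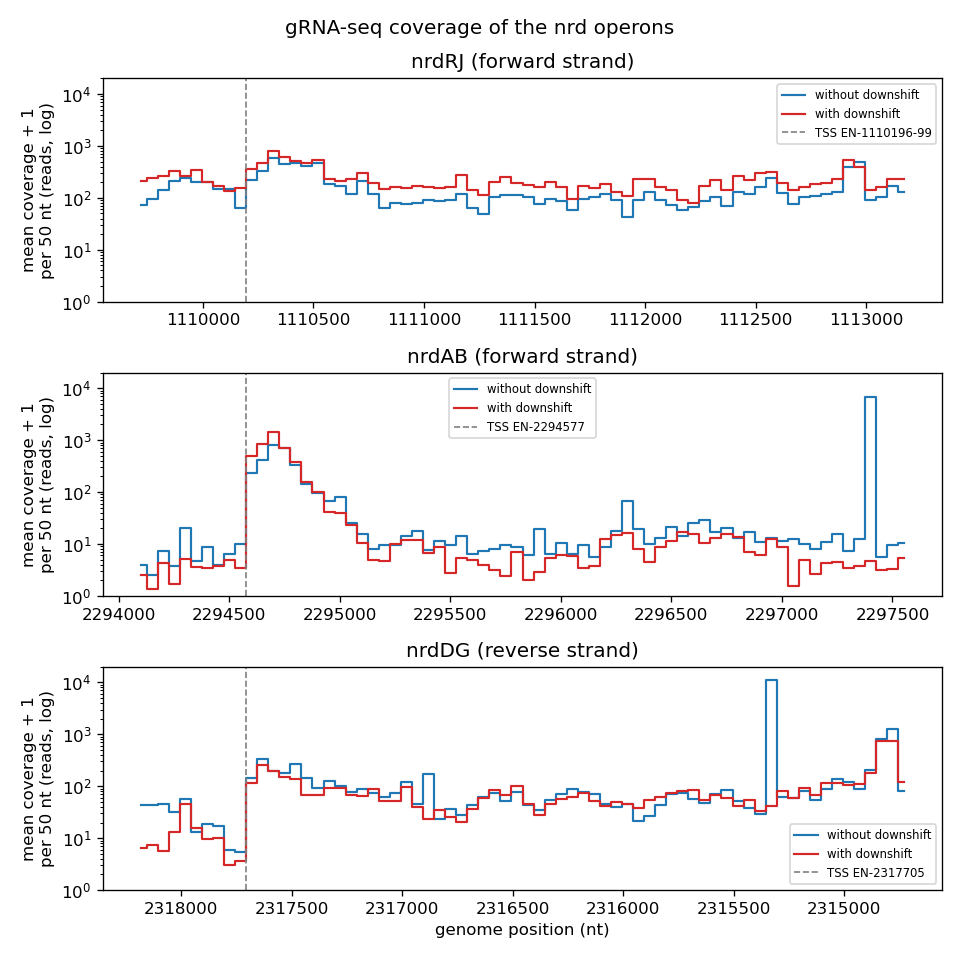
Mean gRNA-seq coverage plus 1 (reads, log scale) in bins of 50 nt at nrdRJ, nrdAB and nrdDG, without (blue) and with (red) downshift, drawn in the direction of transcription. Dashed lines mark the TSSs. The nrdAB leader has means of 498 and 783 reads and nrdA 13.1 and 7.14 reads. The nrdAB and nrdDG panels each have a single bin raised by a narrow peak without downshift, which for nrdAB lies beyond the 2000 nt measured.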

Consistent with this interpretation, the 5′ UTR region of *nrdAB* is annotated as containing a cobalamin riboswitch [78], a *cis*-regulatory element that is widely distributed in the 5′ UTRs of cobalamin (vitamin B12)-related genes in bacteria [79-82]. 

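At nrdDG, the mean gRNA-seq coverage of the 5′ UTR was 229 reads without and 182 reads with downshift. Over 2000 nt within nrdD it was 338 and 54.9 reads, so that the log2 ratio of leader to coding region was -0.56 without and 1.71 with downshift. The coverage of nrdD without downshift includes a narrow peak of 37328 reads that is 15 nt wide at mid-height. With median in place of mean coverage, the log2 ratio was 1.98 without and 1.77 with downshift.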

Interestingly, the 5′ UTR of *nrdDG* (encoding an anaerobic RNR and activating protein), but not the *nrdRJ* operon is also annotated as containing a cobalamin riboswitch. Furthermore, the activity of the RNR encoded by *nrdJ*, which is co-transcribed with *nrdR*, is cobalamin dependent [83], and we detected expression of cobalamin biosynthetic genes (data not shown). The above suggests that cobalamin is present at sufficient levels to activate the riboswitches, which in down regulates the expression of *nrdAB* and *nrdDG*. The result is that much of the RNR production is via *nrdJ*.

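Over 1000 nt within nrdJ, from 700 nt after the TSS EN-1110196-99, the mean gRNA-seq coverage was 89.9 reads without and 169.6 reads with downshift. The log2 ratio of nrdJ to nrdA was 2.69 without and 4.39 with downshift. Over the first 300 nt of each gene it was 1.31 and 2.96. The log2 ratio of nrdJ to nrdD was -1.90 without and 1.61 with downshift. Without downshift, the mean of nrdD includes the narrow peak described above. By median coverage, nrdJ had 85 and 162 reads, nrdA 10 and 6 reads and nrdD 52 and 52 reads. From the cobalamin dependence of NrdJ and the riboswitches of the other operons, the paper proposes that much of the RNR production is via nrdJ.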

Our results also lead us to propose that the NrdR repressor is active under the conditions used for this study. The bulk of the transcription of *nrdRJ* appears to initiate at the distal promoter, not the proximal promoter overlapped by a pair of nrd-boxes, and we did not detect transcription initiation in the immediate vicinity of the pair of nrd-boxes located upstream of *nrdDG*. 

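Upstream of nrdR, Additional file 3 lists the TSSs EN-1110151-53 and, nearer to the gene, EN-1110196-99. The log2 step in gRNA-seq coverage over 50 nt was -0.41 without and 0.47 with downshift at EN-1110151-53, and 1.79 and 1.23 at EN-1110196-99. The mean coverage of the 50 nt from EN-1110151-53 was 73.3 and 171 reads, and that of the 50 nt from EN-1110196-99 221 and 358 reads. These TSSs are less than 50 nt apart, so their windows overlap and the steps are not independent. Over positions 1110096 to 1110145, just before EN-1110151-53, the mean coverage without downshift was 148.9 reads and the median 48.5. Coverage there was thus uneven, and steps by median coverage were not computed.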

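At the nrdAB TSS EN-2294577, the gRNA-seq coverage rose from 9.16 to 229.9 reads without and from 2.52 to 491 reads with downshift. At the nrdDG TSS EN-2317705 it rose from 4.46 to 144 and from 2.60 to 113 reads.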

We did detect relatively high levels of transcription from an *nrdAB* promoter, but this is overlapped by only a single nrd-box. We speculate that should a promoter exist in the vicinity of the nrd-boxes located upstream of *nrdDG* inactivation of NrdR will produce a transcript lacking a functional riboswitch, thereby removing the cobalamin regulation. The RNR encoded by the *nrdDG* operon is thought to function under anaerobic conditions.

### Comparison with standard 5′ RACE

Prior to undertaking RNA-seq analysis, we had initiated a study of a two-component system that is likely involved in *P. acnes* quorum sensing [84]. Unusually, the genes of the histidine kinase (*pqsA*, PPA0945) and response regulator (*pqsC*, PPA0947) are divergently transcribed, and *pqsA* is preceded by a gene (*pqsB* PPA9046) that is predicted to encode an extracellular signalling peptide (Figure 9, panel A). Analysis of the transcription of this locus using standard 5′ RACE revealed single promoters upstream of both *pqsB* and *pqsC* (Figure 9, panel B). RNA-seq revealed much more: it not only identified both of the TSSs identified by 5′ RACE (to the precise nucleotides), it identified a second TSS that was associated with a clear step increase in transcription upstream of *pqsB* and identified a potential antisense RNA (with an associated TSS, EN-1027593) overlapping the 5′ end of *pqsB* (Figure 9). 

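The log2 step in gRNA-seq coverage at the pqsB TSS EN-1027725 was 3.42 without and 3.41 with downshift, and at the further upstream EN-1027779 2.00 and 3.80. Between these TSSs the mean coverage was 53.8 and 68.7 reads, and over 1000 nt from EN-1027725 it was 280.2 and 386 reads. On the other strand, the step at EN-1027593 was 3.20 without and 4.78 with downshift. The 50 nt from EN-1027593 had a mean coverage of 106 and 99.1 reads, against 10.6 and 2.64 reads before it. From this TSS, which Additional file 3 lists without a leading edge, the paper proposes a potential antisense RNA that overlaps the 5′ end of pqsB.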

Both of these new elements have now been incorporated into a continuing dissection of the *pqs* locus. 

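The TSSs upstream of pqsC were EN-1027918, EN-1027940 and EN-1027951-53. Their log2 steps in gRNA-seq coverage were 1.20, 0.90 and 0.99 without and 1.86, 1.29 and 1.13 with downshift. These TSSs are less than 50 nt apart, so the windows overlap and the steps cannot be assigned to single TSSs. The 50 nt before EN-1027918 already had a mean coverage of 35.7 and 39.3 reads, and the 300 nt from EN-1027951-53 had 142 and 232 reads.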

Additional TSSs were also detected by RNA-seq upstream of *pqsC*; however, their contribution to the expression of this gene is more difficult to assess due to background transcription. The TSS of *pqsB* overlaps the start codon to produce a leaderless mRNA, many more examples of which are described below.

**Figure 9:**
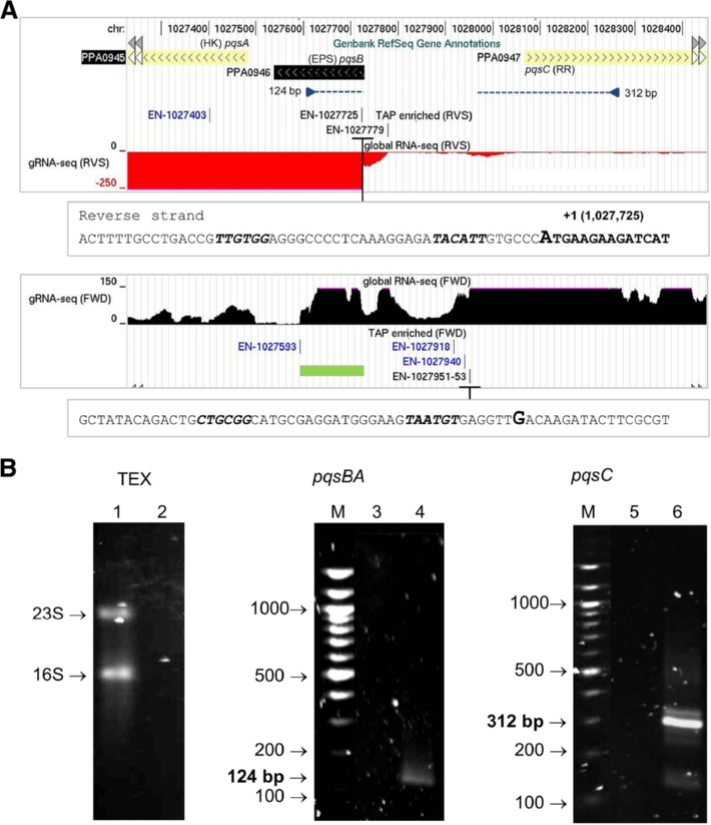
**RNA-seq analysis of the *pqs *locus.** In **(A)** the tracks are as detailed in Figure 8. For the insets below the gRNA-seq tracks, large bold font indicates TSSs identified by standard 5′ RACE **(B)**, and dRNA-seq (Additional file 3). The putative −10 and −35 boxes of the corresponding promoters are in italic font. The genes of the histidine kinase, response regulator extracellular and signalling peptide are PPA0945, PPA0947 and PPA0946, respectively. RNA-seq data for both strands within the *pqs* locus is shown: black positive values correspond to the forward strand, while red negative values correspond to the reverse strand. The green box marks the boundaries for a potential antisense RNA regulator of the PPA0945-0946 transcription unit. Blue arrowheads indicate the binding sites of the primers that were extended to produce cDNA for *pqsBA* and *pqsC* mRNA. The sequences of the corresponding primers were 5′ CCTTGGGTTGCGTATTCACAG and 5′ TGTGAGACCGTCCATTTCAG, respectively. The dashed lines indicate the sizes of the cDNAs that were produced, as determined by agarose gel electrophoresis **(B)** and sequencing of the product (data not shown). **(B)**, lanes 1 and 2 show total RNA before and after treatment with TEX, respectively; lanes 3 and 4 show the reaction products of 5′ RACE analysis of *pqsBA* mRNA without and with template, respectively; lanes 5 and 6, as 3 and 4, except *pqsC* mRNA was analysed. The marker (M) was a 100-bp ladder (BioLabs). For details of primers and conditions, see *Methods*.

### Identification of potential sRNAs

As indicated above, we identified a number of TSSs that were associated with relatively short transcripts with high abundance relative to transcription in the surrounding regions (Additional file 8). These include all the ubiquitous bacterial sRNAs (6S RNA, tmRNA, the RNA component of RNase P, and Signal Recognition Particle RNA) [12] and 5′ UTRs with and without structural similarity to known riboswitches (*e.g.* TPP, FMN and Cobalamin) [85]. 

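The 82 entries of Additional file 8 were compared with the 100 nt on either side. The median log2 ratio of gRNA-seq coverage inside to outside was 3.05 (95% confidence interval 2.78 to 3.36) without and 3.28 (2.95 to 3.65) with downshift. It was at least 1 for 79 entries in each library. The median of the mean coverage inside was 229 and 211 reads. With the higher of the flanks in place of their mean, the median log2 ratio was 2.43 and 2.65. The lowest ratio, -5.13 and -4.18, belonged to an entry of 9 nt on the reverse strand. The authors listed these entries for their abundance relative to the surrounding regions. High ratios thus follow from the selection, here and for the classes below.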

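The mean gRNA-seq coverage of tmRNA was 65920.3 reads without and 104241 with downshift, that of the RNA of RNase P 15879 and 20924 reads and that of the Signal Recognition Particle RNA 742318 and 642506 reads. Their log2 ratios to the flanks were 7.84 and 8.10, 7.23 and 7.46, and 9.18 and 9.68, respectively. The 6S RNA has no entry of that name in Additional file 8 and was not analysed here. For the 21 entries listed as 5′ UTRs, the median log2 ratio was 2.16 without and 2.39 with downshift.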

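The fall in coverage at the 3′ end of the 21 5′ UTRs was measured as the log2 ratio of the mean gRNA-seq coverage of the 5′ UTR to that of the 100 nt after it. Its median was 1.98 (95% confidence interval 1.23 to 2.59) without and 1.84 (1.44 to 2.80) with downshift, and it was at least 1 for 18 of them in each library. The smallest fall was 0.07 without and 0.09 with downshift. The authors required a sharp fall to class an entry as a 5′ UTR. The falls therefore follow from the selection and are not independent evidence.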

To be classified as a 5′ UTR, the peak of RNA abundance had to fall sharply at the boundary with the coding region of the downstream gene. Such a profile could be the result of riboswitching [85], attenuation-like mechanisms [86] or simply the higher stability (*i.e.* reduced susceptibility to the mRNA turnover machinery) that is often associated with structured regions [87]. An example of a 5′ UTR that has not, as far as we are aware, been linked with known riboswitches is shown in Figure 10 (panel A). 

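The 5′ UTR of PPA0166 had a mean gRNA-seq coverage of 1067 reads without and 880.3 with downshift. Over 300 nt from 100 nt after its end, the mean was 63.4 and 54.6 reads. Coverage at the TSS EN-199776 rose from 4.92 to 21.6 and from 1.80 to 37.3 reads within 50 nt.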

Like all the potential 5′ UTRs that we have identified here, this is predicted to be structured (panel B). We also identified a few potential *cis*-acting antisense regulatory RNAs that are complementary to the ribosome-binding regions of overlapping mRNA and may thereby regulate the initiation of translation [12]. A complication is that many RNAs that are antisense to ribosome-binding regions could equally be the 5′ UTR of a divergent protein-coding gene. An example of a potential antisense RNA complementary to a 5′ ribosome-binding site (RBS) is shown (panel C), along with one that might interact with a RBS internal to a polycistronic mRNA (panel D). 

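The RNA of Figure 10C, from the TSS EN-981518, had a mean gRNA-seq coverage of 223 reads without and 171 with downshift, a log2 ratio to its flanks of 3.25 and 3.31. For the RNA of Figure 10D, from EN-419298-02, the coverage was 189 and 212 reads and the log2 ratio 2.19 and 2.64. Across the 11 entries of Additional file 8 listed as possible antisense regulators of translation initiation, the median ratio was 3.01 and 3.15.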

We also identified others that are complementary to sites distal to a RBS (for example, see panel E). It has recently been shown that antisense RNA binding to internal sites can initiate mRNA degradation via the stimulation of RNase E cleavage *in vitro*[88]. 

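The RNA of Figure 10E, from EN-515180, had a mean gRNA-seq coverage of 438 reads without and 326 with downshift and a log2 ratio to its flanks of 4.57 and 5.37. The 30 entries of this class in Additional file 8 had a median log2 ratio of 3.35 and 3.75, and each had at least 2-fold more coverage than its flanks in both libraries.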

As mentioned previously, *P. acnes* has a homologue of this key endonuclease (Additional file 4). 

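The RNA of Figure 10F, from EN-945288-90, had a mean gRNA-seq coverage of 7332 reads without and 10061 with downshift, against 221 and 291 reads in its flanks. Its highest coverage was 36273 and 27007 reads. Additional file 8 has 20 entries in this class, that of other sRNAs. Their mean coverage ranged from 71.9 to 742318 reads without and from 66.2 to 642506 reads with downshift. The upper end is the Signal Recognition Particle RNA. The class also includes tmRNA, the RNA of RNase P and entries noted as lying within a coding region.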

Small RNAs were also identified, some of which are highly abundant, that do not appear to overlap with protein-coding genes (for an example, see panel F). Our results indicate that, as is being found increasingly in other bacteria [12], sRNAs are likely to a significant role in regulating gene expression in *P. acnes*.

**Figure 10:**
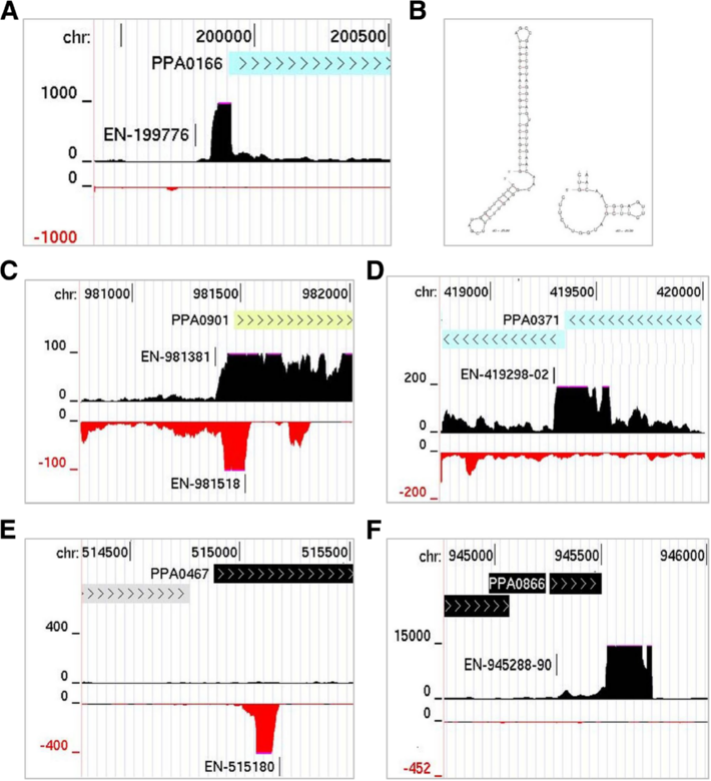
**Examples of *P. acnes *small RNAs. (A)** and **(B)** show the transcription and structure, respectively, of the 5′ UTR of PPA0166, which encodes a putative L-lactate permease. Alternative folding is shown bottom right of **(B)**. **(C)**, **(D)**, and **(E)** correspond to examples of potential antisense RNAs that bind 5′ RBSs, internal RBSs, and sites internal to the coding region, respectively. **(F)** shows an example of highly abundant sRNA that does not appear to overlap mRNA. For each of these panels, the tracks show the positions of annotated genes, the position of TSSs (Additional file 3) and the gRNA-seq data for both strands (black positive values correspond to the forward strand, while red negative values correspond to the reverse strand). The remainder of the labelling is as Figure 2.

### Leaderless mRNAs

While mapping TSSs, we noticed several examples that coincided with start codons for translation. This prompted us to gauge the prevalence of leaderless mRNAs in *P. acnes.* The start codons of protein-coding genes, as annotated in the NCBI database [89], were collated and their positions mapped against TSSs associated with a step increase in transcription (Additional file 3). This revealed 50 instances of annotated start codons overlapping TSSs and another 88 where start codons followed TSSs within 10 nt (Additional file 9). 

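Additional file 9 lists 149 TSSs with their leader lengths. The median log2 step in gRNA-seq coverage at these TSSs was 2.14 (95% confidence interval 1.88 to 2.40) without and 3.24 (2.85 to 3.61) with downshift. Coverage at least doubled at 125 of them without and 140 with downshift. The 50 entries whose leader is 0 nt had a median step of 2.05 and 2.82, and the 88 with a leader of 1 to 10 nt 2.17 and 3.55. On the forward strand, 48 of 72 entries have a leader of 0 nt and 4 a leader of 1 nt. On the reverse strand, 2 of 77 have a leader of 0 nt and 69 a leader of 1 nt. From these start codons at or near TSSs and mRNAs with short leaders and no detected Shine-Dalgarno sequence, of which it counts 15 and Additional file 9 lists 11 with a leader over 10 nt, the paper concludes that initiation of translation without a Shine-Dalgarno interaction appears to be prevalent.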

The latter TSSs produce a 5′ leader that is generally considered too short to recruit ribosomes via the canonical Shine-Dalgarno interaction, which requires base pairing between the leader and a complementary sequence in the 3′ end of 16S rRNA [90,91]. We also identified 15 instances of mRNAs with relatively short 5′ leaders (&20 nt) within which we were unable to detect a Shine-Dalgarno sequence using RBSfinder [92] (Additional file 9). From the above, we concluded that in sharp contrast to what has been found for nascent mRNAs in *E. coli*[93], translation initiation in the absence of a Shine-Dalgarno interaction appears to be prevalent in *P. acnes*. Analysis of the ontology of genes associated with ‘leaderless’ mRNA failed to identify enrichment of a particular function(s). This is in contrast to the situation in *E. coli* where repressors of mobile genetic elements are clearly enriched (Romero and McDowall, unpubl. results). 

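At EN-843812, the TSS of pyruvate kinase (PPA0769), the gRNA-seq coverage rose from 81.9 to 205 reads without and from 93.7 to 399.8 reads with downshift. At EN-2410592, that of ferritin (PPA2225), it rose from 12.5 to 191 and from 1.70 to 455 reads.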

Pyruvate kinase, a key glycolytic enzyme, and ferritin, the major store of iron, are two examples of products translated from leaderless mRNA in *P. acnes* (Figure 11, panels A & B). The proportions of AUG, GUG, UUG start codons present in *P. acnes* leaderless mRNA are 68%, 29% and 3%, respectively. This is similar to the proportion reported for another actinomycete, *Streptomyces coelicolor*[95]. 

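Among the entries of Additional file 9, 102 (68.5%) begin with AUG, 43 (28.9%) with GUG and 4 (2.68%) with UUG. The median log2 step in gRNA-seq coverage at their TSSs was 2.16 without and 3.55 with downshift for AUG. It was 2.14 and 2.79 for GUG, and 3.76 and 4.27 for the 4 UUG entries.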

To our knowledge, the mechanism by which leaderless mRNA is translated in actinomycetes has not been determined. Very recently it has been shown that leaderless mRNAs in *E. coli* can be generated post-transcriptionally by a stress-induced mRNase that is the toxic component of a toxin-antitoxin system [96]. Should such processing also exist in *P. acnes*, the detection of the corresponding sites would require us to add a phosphorylation step to facilitate the cloning and sequencing of the 5′-hydoxylated downstream products of cleavage by toxin mRNases.

**Figure 11:**
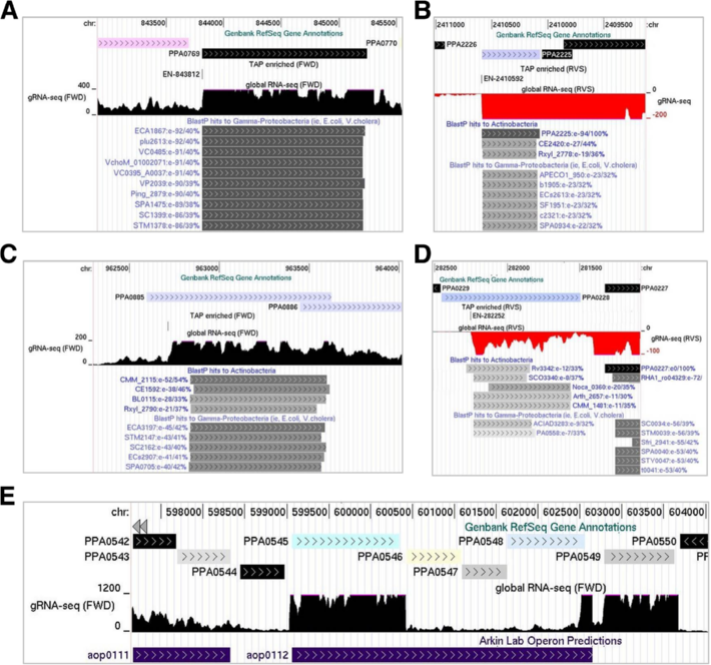
**Leaderless mRNAs and transcripts of genes requiring reannotation. (A)** and **(B)** correspond to examples of leaderless mRNA. PPA0769 encodes pyruvate kinase, and PPA2225 ferritin. **(C)** and **(D)** correspond to examples of genes requiring reannotation. PPA0885 encodes hydroxyethylthiazole kinase, and PPA0228 a putative methyltransferase. For each of these panels, the tracks show, from top to bottom, the positions of annotated genes, the position of TSSs (Additional file 3), gRNA-seq data, and BlastP hits or operon predictions. The remainder of labelling is as Figure 2. **(E)** shows the transcription data for *eno* (PPA0545), which encodes phosphopyruvate hydratase. Purple boxes indicate computational predictions of the operon structure in this region [94]. As in previous figures, all the genes are drawn left to right with their corresponding RNA-seq data (black positive values for forward strand, red negative values for the reverse strand).

### Re-annotation of protein-coding genes and operon structures

We also noticed that a significant proportion of TSSs associated with significant step increases in transcription were internal to the 5′ half of annotated genes (for examples, see Figure 11, panels C & D) suggesting that the actual gene might be shorter. 

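For the 37 genes of Additional file 10, the median log2 step in gRNA-seq coverage at the TSS was 2.28 (95% confidence interval 2.06 to 3.28) without and 3.90 (3.25 to 4.49) with downshift. Coverage at least doubled at 33 of the TSSs without and 37 with downshift. In 35 genes the TSS lies inside the annotated gene, and each of these had more coverage from the proposed start to the stop codon than between the annotated start and the TSS, in both libraries. The median log2 ratio of these parts was 2.99 and 4.13. At EN-962714 in PPA0885, the step was 1.09 without and 1.79 with downshift. At EN-282252 in PPA0228 it was 5.39 with downshift, and -2.09 without downshift, where the 50 nt before the TSS had a mean coverage of 235 reads against 0.680 with downshift. From TSSs inside genes, together with downstream ribosome-binding sites, the paper proposes that the actual genes might be shorter than annotated.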

Consistent with this notion, we have been able to find RBS along with appropriately spaced start codons downstream of many of these TSSs (Additional file 10) and homologous genes that lack sequences matching the 5′ end of the original gene annotation (panels C and D). 

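At the eno TSS LE-599029, the gRNA-seq coverage rose from 48.3 to 627 reads without and from 59.3 to 1174 reads with downshift. Over 1000 nt within eno the median coverage was 729 and 1258 reads. Over the 1400 nt from 1600 nt after the TSS, which Figure 11E shows as PPA0546 and PPA0547, it was 54 and 82 reads. Downstream, over 500 nt from 4000 nt after the TSS, it was 623 and 1154 reads.

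**Figure D5:**
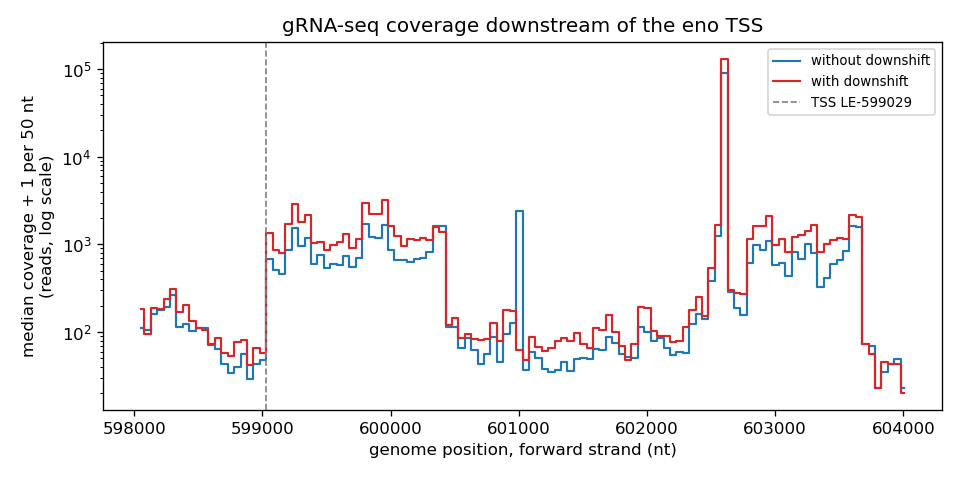
Median gRNA-seq coverage plus 1 (reads, log scale) in bins of 50 nt along the forward strand around eno, without (blue) and with (red) downshift. The dashed line marks the TSS. Coverage falls after eno, to medians of 54 and 82 reads over PPA0546 and PPA0547, and rises again downstream. The highest bin is the Leu (TAA) tRNA, and the single high bin before it without downshift is a narrow peak.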

Our combined RNA-seq approach also revealed many examples of operon structures that differ significantly from bioinformatics predictions (for example, see panel E). This was not particular surprising; it is known that even the best bioinformatic approaches are not completely accurate [97]. Nevertheless, achieving accurate information on gene and operon structures is essential for gene expression and regulation to be modelled [24] at the level of the whole cell [98]. Our transcriptome approach and data should hasten the achievement of this goal for *P. acnes*.

## Discussion

Here we describe a number of mechanistic insights gained from an improved dRNA-seq approach that distinguished sites of transcription initiation without erasing the secondary transcriptome using TEX, an enzyme that in our hands can degrade a substantial proportion of 5′-triphosphorylated RNA under the conditions recommended by the vendor (Additional file 11). With the advent of sequencing techniques that can provide in excess of 100 million reads (*e.g.* Illumina Solexa) there is now no need to erase the secondary transcriptome in order to detect transcription start sites. We simply used TAP [15] to distinguish tri- from mono-phosphorylated 5′ ends. This enzyme was used in earlier dRNA-seq approaches, but to facilitate the cloning of 5′-fragments remaining after TEX treatment [14,95]. Other improvements were to fragment the RNA after the addition of the 5′ adaptor to improve the efficient cloning of 5′ ends from large transcripts, and to combine with a gRNA-seq approach that does not require an amplification step [18]. The latter – used here for the first time to study bacterial transcription - allowed us to identify the 3′, as well as 5′, boundaries of transcripts. It should be particularly beneficial for the study of organisms with a high GC content in their genomes, as the amplification of segments of such genomes (or transcriptomes) is prone to PCR bias and artefacts [99]. Moreover, as we included biological replicates in our dRNA-seq approach and incorporated a statistical method that is ideally suited to the analysis of dRNA-seq data, we are confident that our analyses are not dominated by false positives. This is particularly relevant with regard to our finding that the majority of TSSs in *P. acnes* are not associated with step increases in transcription that continued into annotated genes or produced discrete RNAs of high abundance relative to flanking regions (Additional file 3).

Evidence for pervasive transcription on a genome scale has previously been obtained for several bacteria [14,32-46,100]. However, this has largely been in the form of the identification of transcripts antisense to annotated genes [35]. By including biological replicates and mapping TSSs in addition to transcripts, our study shows that pervasive transcription in *P. acnes* stems as much from transcription of the coding strand as the non-coding strand of annotated genes. Of the thousands of TSSs identified within annotated genes (and not associated with obvious transcription of a flanking gene), approximately half produced transcripts sense to the coding strand. The only strong bias we have identified so far is for the leading strand of replication (data not shown). Our interpretation is that clashes with oncoming DNA replication hinder pervasive transcription initiation on the lagging strand.

The initiation of pervasive transcription is not random. MEME analysis of sequences immediately upstream of TSSs associated with pervasive transcription revealed that a high proportion (61%) matched the single most common sequence variant (TAnnnT) of the −10 box of *P. acnes* vegetative promoters (data not shown). It is our view that much of the pervasive transcription observed in bacteria is a consequence of the ability of RNA polymerases to recognise a range of sequences, which means that these enzymes can initiate transcription from sub-optimal sites albeit at reduced frequency. Just because a region is transcribed (*i.e.* active) does not mean that it is has a function [101]. Nevertheless, pervasive transcription may be of evolutionary significance by facilitating the transcription of genes acquired horizontally and in turn the production of products that could confer a selective advantage. Pervasive transcription might also have been the source of *bona fide* sRNA regulation. Through spontaneous mutation of promoter regions upstream of TSSs or the acquisition of mobile elements such as REP sequences, which are known to stabilise transcripts [87], small RNAs could increase in abundance and their likelihood of being subject to selection.

Very recent work suggests that the folding architecture of the chromosome influences the location of pervasive transcription [102]. This is consistent with a model in which pervasive transcription is largely driven by the ability of RNA polymerases, given access, to initiate transcription from sub-optimal sites albeit at reduced frequency. Nevertheless, the growing evidence for pervasive transcription in bacteria challenges the dogma that transcription starts and ends just before and after a gene. Moreover, it seems likely that mechanisms exist to minimise the accumulation of pervasive transcripts. One means of controlling pervasive transcripts is likely to be RNA degradation. It is well established that RNA turnover is particularly rapid in the absence of protection by RNA-binding proteins or translating ribosomes and appropriately located structures [9,17,103,104]. In other words, the transcriptional landscape may be defined by the stability of bacterial transcripts more than is currently appreciated.

In addition to providing additional evidence for pervasive transcription, we have identified over a thousand TSSs and associated transcripts encompassing all classes of functional RNA, mono- and poly-cistronic mRNA, ribosomal RNA, transfer RNA, and ubiquitous small RNAs (Figure 2), This alone is an important milestone along the route to understanding the cellular workings of *P. acnes*. In addition, we have identified changes in gene expression resulting from potassium downshift (Figure 3), post-transcriptional steps (Figures 5 and 6) including unusual 3′ processing of tRNA (Figure 4), features of vegetative promoters (Figure 7), potential transcription factor-binding sites (Figures 8 and 9), functioning riboswitches as well as a number of sRNAs (Figure 10), and an abundance of leaderless mRNAs (Figure 11). We have also shown how knowledge of the above can be used to build models of gene regulation that inform experimental investigation (Figures 8 and 9). Simply knowing the position of a TSS narrows the search area for transcription factor-binding sites. For example, inspection of the promoter of the *kdp* operon identified a direct repeat overlapping the −35 region (Figure 3, inset), which is characteristic of the binding sites of the response regulators of two-component systems [105].

The prevalence of leaderless mRNAs in *P. acnes* is in stark contrast to the situation in *E. coli*, the main bacterial system in which the translation of leaderless mRNA has been studied [106,107]. Indeed, only two examples of *E. coli* leaderless mRNA have been widely reported, the *cI* repressor of bacteriophage lambda [108] and the *tetR* repressor of transposon Tn1721 [109]. The association between leaderless mRNA and repressors within mobile genetic elements in *E. coli* has been extended to the repressors of the Rac, e14 and Qin prophages by our own deep RNA-seq analysis of the *E. coli* transcriptome (unpubl. result). We speculate that some aspect of the translation of these leaderless mRNAs may be important in linking the mobilisation of the corresponding genetic elements and the physiological of their host. Recently, it has been shown that stress induces the production of specialised ribosomes that selectively translate a group of mRNAs made leaderless by MazF [96], an endoribonuclease of a toxin-antitoxin (TA) module. Like their mRNA targets, the specialised ribosomes are produced by MazF cleavage, which removes 43 nt from the 3′ end of *E. coli* 16S rRNA [96]. Intriguingly, we have mapped a processing site 53 nt from the 3′ end of *P. acnes* 16S rRNA (data not shown). This raises the possibility that specialised ribosomes, similar to those generated by MazF in *E. coli*, could mediate much of the translation in *P. acnes*. However, unlike the situation described for *E. coli*[110-112], the translation of leaderless mRNA in *P. acnes* does not appear to require that the start codon is AUG. As described above, a significant proportion of the leaderless mRNA in *P. acnes* have GUG (29%) or UUG (3%) start codons in place of AUG (68%) (Additional file 9).

Regardless of the actual mechanism by which leaderless mRNAs are translated, our study adds to a growing body of evidence that leaderless mRNAs are prevalent outside *E. coli* and its closest relatives and the notion that the mechanism of their translation may represent an ancient milestone in the evolution of gene expression [106,107]. A gene ontology analysis of leaderless mRNA in *P. acnes* revealed a wide distribution of cellular roles (data not shown). Thus, since the emergence of translation mediated by a Shine-Dalgarno interaction, there does not seem to have been divergence in terms of cellular functions that are dependent on leaderless translation in *P. acnes*. It will be interesting to establish for *P. acnes* whether there is a correlation between leaderless translation and the level of gene expression, as measured by protein levels, or the response of genes under conditions of stress or both.

We estimate that around 250 reads (gRNA-seq) correspond to 1 transcript per cell, assuming that the levels of RNase P and tmRNA are similar to those in *E. coli*[113-116]. This appears to be reasonable; our estimate yields 60,000 ribosomes per cell, which is within the range reported for *E. coli*[117] and other bacteria, when applied to the 15 million reads for *P. acnes* 5S rRNA. 

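In the gRNA-seq libraries, the RNA of RNase P had a mean coverage of 15879 reads without and 20924 with downshift, which at 250 reads per transcript amounts to 63.5 and 83.7 molecules per cell. For tmRNA, the mean coverage was 65920.3 and 104241 reads, or 264 and 417 molecules per cell by the same estimate. The paper based its 250 reads on assumed levels of these RNAs, so their numbers per cell do not test the estimate. Coverage was not scaled between the libraries for these or the following numbers per cell, which therefore do not compare the conditions.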

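The 5S rRNA of the operon on the forward strand was taken as the positions with at least 1% of its highest coverage, 125 nt without and 126 nt with downshift. Its mean gRNA-seq coverage was 8752140 reads without and 8802550 reads with downshift, and its highest coverage 30498600 and 25441832 reads. The same highest coverage was found at all 3 rRNA operons, since reads shared by the copies were counted at each. At 250 reads per transcript, the mean of a single copy gives 35009 and 35210.2 ribosomes per cell. From its own read number, the paper reasons that its estimate is within the range reported for bacteria.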

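Of 1027 segments of 300 nt from leading-edge TSSs outside stable RNAs, 843 (82.1%, 95% confidence interval 79.6 to 84.3%) had a mean gRNA-seq coverage under 250 reads without downshift. With downshift the number was 779 (75.9%, 73.1 to 78.4%). The median segment had 99.8 and 123 reads. Coverage was not divided by the scaling factor of 1.25 here, so the shares and medians do not compare the conditions. By the highest in place of the mean coverage of a segment, 47.5% and 46.3% had under 250 reads.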

Many of the mRNAs we identified were associated with less than 250 reads. This does mean necessarily that not every cell expresses the corresponding gene, only that it was expressed for a proportion of the *P. acnes* cell cycle. Moreover, many mRNAs will not need to be continuously present to ensure translation produces sufficient protein for the daughter cell at division, given that the doubling time is relatively long (~6 hours). 

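Over the 50 nt after the 3057 TSSs without a leading edge, the median of the mean gRNA-seq coverage was 43.9 reads (95% confidence interval 41.7 to 46.0) without and 55.5 reads (52.2 to 59.3) with downshift. This coverage includes reads of transcripts that begin upstream of the TSS. The median increase over the 50 nt before the TSS was 10.9 and 14.0 reads. At 250 reads per transcript, the median coverage corresponds to 0.176 and 0.222 transcripts per cell, and the median increase to 0.0437 and 0.0562. These values were not scaled between the libraries, so they do not compare the conditions. The paper describes the low level of its own average as perhaps that of a background of sporadic transcription.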

We estimate that transcription associated with pervasive initiation corresponds on average to 0.06 transcripts per cell (15 reads). This relatively low level is perhaps consistent with a background of sporadic transcription.

## Conclusions

In summary, by combining the differential and global RNA-sequencing approaches used here to analyse *P. acnes*, it is clear that major step increases in both knowledge and understanding of gene organisation and regulation can be obtained for any bacterial species*,* which in turn would inform experimental investigation, as illustrated using the *nrdR* operon and *pqs* locus, as well as further computational approaches. With regard to the latter, our data can be mined further, for example, to identify *cis*-regulatory signals that control transcription termination, initiation from the promoters of genes with shared cellular function, RNA processing and degradation, and to predict the potential structures and targets of small RNAs. Our RNA-seq approach can also be used to identify and compare genes expressed under particular conditions. 

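Of the genes in Additional file 5, the kdp operon and 2 genes have a leading-edge TSS whose position and gene are paired in the supplementary files. The log2 ratio of gRNA-seq coverage, with against without downshift, was 4.57 over the kdp operon. The arithmetic mean of the microarray changes listed for PPA0115 to PPA0119 has a log2 of 6.88, and the changes listed for PPA0117 to PPA0119 are the smaller ones. Such a mean gives the largest changes the most weight, while the coverage ratio pools 8000 nt. The size of the difference between these values therefore depends in part on the averaging. For PPA0667 the log2 ratio of coverage was 0.40 against 1.32, and for PPA1105 0.95 against 1.07. All 3 changes had the direction of the microarray. Scaling by total coverage and no scaling use smaller factors and can only raise the ratios, so they do not test this. With median coverage and its larger factor, the log2 ratios were 5.00, 0.125 and 0.76 in the same order. Across 1027 segments of 300 nt from leading-edge TSSs, coverage changed by no more than 2-fold in 952 (92.7%), rose at least 4-fold in 3 and fell at least 4-fold in 8. Of the rises, 2 had their TSS within the 8000 nt from the kdp TSS. With the TSS outside it, the largest rises were at LE-527221-23 (log2 ratio 2.02) and LE-2367840, the TSS of PPA2187 (1.94). LE-527221-23 lies 116 nt from the TSS of PPA0475 on the other strand. The next locus number, PPA0476, has a log2 change of 2.20 in Additional file 5, but the gene was not placed by annotation. The largest falls were at EN-2250333 (-7.14) and EN-2001518 (-5.30), where narrow peaks of reads were present without downshift only. With positions in such peaks left out, a choice made after seeing the data, 0 segments fell at least 4-fold. The other genes of Additional file 5 were not analysed here.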

There is excellent agreement between the microarray and gRNA-seq data [52] and we are currently comparing the expression profiles obtained here for cells growth in liquid culture with those of cells grown as a biofilm (Lin and McDowall, unpublished data) as well as cells grown by others in a rich complex medium [13]. With continuing annotation, it should be possible eventually to computationally model the *P. acnes* cell and its interaction with the environment and animal hosts [98].

## Methods

### *P. acnes* and its cultivation in defined media

*Propionibacterium acnes* strain KPA171202 was obtained from Ulm University, Göttingen, Germany [8] and cultivated in an anaerobic workstation (MACS-MG-1000, Don Whitely Scientific) at 34°C under 80% [v/v] N_2_, 10% [v/v] CO_2_, and 10% [v/v] H_2_. All analyses were done using cells cultivated without shaking in 100 mL of modified Holland Synthetic Medium (HSM) [84,118] in a 250-mL Erlenmeyer flask. Inocula were prepared in two stages. First a single colony isolated from the surface of reinforced clostridial agar [119] was used to inoculate 10 mL of tryptone-yeast extract-glucose (TYG) broth [120] in a 30 mL plastic universal bottle. After growing to stationary phase, an aliquot was used to inoculate 100 mL of TYG broth to an OD_600_ of 0.2. The culture was then incubated to an OD_600_ of 1.0, after which cells were harvested by centrifugation (3,000 × *g* for 20 min) and washed by first resuspending in 10 mL of HSM (pre-warmed to 34°C) and then repeating the harvesting step. Finally, the cells were resuspended in 10 mL of pre-warmed HSM and an appropriate aliquot was used to inoculate 100 mL of pre-warmed HSM to an OD_600_ of 0.2. To study the effects of a potassium downshift (depletion from growth media), a 100 mL culture of *P. acnes* was prepared as above and grown to an OD_600_ of 1.0, after which the culture was separated into two equal halves and cells harvested as described above. One half was washed using standard HSM, then used to inoculate 100 mL of fresh HSM and reincubated. The other half was processed in the same way, except the HSM lacked potassium (KH_2_PO_4_ and K_2_HPO_4_). After 1 h of reincubation, 12.5 mL of stop solution (95% [v/v] ethanol; 5% [v/v] phenol) was added to inhibit cell metabolism [121], and the cells were harvested by centrifugation. When necessary, cell pellets were stored frozen at −80°C.

### Isolation of bacterial RNA

Cell pellets of *P. acnes* were resuspended in Kirby mix [122], 1 OD_600_ unit per 100 μL, and transferred to Lysing Matrix B tubes containing fine silica beads (MP Biomedical). Tubes were then placed in a high-speed benchtop homogenizer (Fastprep-24, MP Biomedical; set at 6.5 M/s). Cells were lysed by three cycles of homogenisation for 1 min with cooling between each cycle in an ice-water bath for 1 min. Lysates were extracted using an equal volume of acidic phenol: chloroform: isoamyl alcohol (50: 50: 1) and then chloroform: isoamyl alcohol (49: 1). Nucleic acid in the aqueous phase was precipitated by adding NaCl to 150 mM and 2.5 × volumes of 100% [v/v] ethanol, chilling at −20°C for 1 h, and then harvested by centrifugation (13,000 × *g* for 30 min at 4°C). Nucleic acid pellets were washed twice with 700 μL of 70% [v/v] ethanol, air dried for 5 min and resuspended in RNase-free water. To remove contaminating DNA, samples were treated with DNase I using conditions described by the vendor (Ambion) and extracted with phenol: chloroform as described above. The concentration and integrity of RNA samples were determined using a NanoDrop™ 1000 spectrophotometer (Thermo Fisher Scientific) and agarose gel electrophoresis [121], respectively.

### Transcriptome analyses

The differential RNA-seq data was generated by vertis Biotechnologie AG (Germany) as a service that included the construction of cDNA libraries before and after treatment with TAP (Additional file 1), sequencing of libraries using an Illumina HiSeq platform (single end, 50-bp read length), and the alignment of sequences to the genome (NCBI, accession number AE017283). It should be noted that the 5′-sequencing adaptor was ligated to transcripts prior to fragmentation, thereby allowing the 5′ ends of both long and short transcripts to be detected. RNA was fragmented using a Bioruptor® Next Gen UCD-300™ sonication system (Diagenode), then tailed at the 3′ end using poly(A) polymerase (New England BioLabs), copied into cDNA using M-MLV reverse transcriptase (RNase H minus, AffinityScript, Agilent) and an oligo-dT primer, amplified by PCR and fractioned using gel electrophoresis. Fragments of 250–500 bp were selected for Illumina sequencing. Reads were trimmed of 5′ adapter and poly(A) sequences and mapped using the CLC Genomics Workbench and standard settings. Prior to differential RNA-seq, samples were enriched for mRNA using *MICROBE*xpress™-Bacteria beads, as described by the manufacturer (Ambion).

Global transcriptome sequencing was performed by Dr Lira Mamanova (Welcome Trust, Sanger Centre, Cambridge, UK) using a published methodology [18] on samples that were enriched for mRNA. RNA sequences from the global analysis were processed in-house using Galaxy [123]. Adapter sequences were removed and reads trimmed for quality before being mapped to the genome using Bowtie 1.0 [124] with custom parameter: -l 28 for read1, -l 20 for read2, and -y -a --best --strata. Pairs of datasets were compared using M-A (ratio-intensity) scatterplots, where M is Log_2_ (reads plus/minus TAP treatment), and A is (log_2_ plus + log_2_ minus)/2. For each value of A, we calculated the average (μ) and standard deviation (σ) of M in a moving window of 5,000 pairs that were sorted in ascending order of A. Upper and lower envelopes were defined by the equation: μ ± Xσ, and positions outside the envelope recorded, as described previously [22,23]. The value of X was user defined (see text below for details). Microarray data was collected by Roche NimbleGen (Iceland) as a service using 4 × 72 k format arrays. RNA samples were analysed from duplicate cultures of *P. acnes* following subculture with and without potassium downshift.

### 5′ RACE and RT-PCR analysis

The mapping of the 5′ ends of specific transcripts was done using a 2nd generation 5′/3′ RACE kit as described by the vendor (Roche Applied Science), except an aliquot of each RNA sample was treated with Terminator™ 5′-Phosphate-Dependent Exonuclease (TEX), as described by the vendor (Epicentre® Biotechnologies), prior to starting the mapping protocol. The sequences of specific primers are indicated in the legends to relevant figures. Primers were designed with the assistance of Primer 3 software [125] and purchased from Eurogentec. For the Reverse-transcription polymerase chain reaction (RT-PCR), cDNA was synthesised using SuperScript® RT III (Invitrogen) with random hexamers (100 nM) and 200 ng of RNA template, the rest of the protocol was carried out as stated by manufacturer with no modifications. The PCR reaction was carried out using GoTaq® DNA polymerase (Promega) according to the vendor’s instruction using cDNA diluted with RNase-free water as the template.

### Availability of supporting data

Both raw and processed RNA-seq data has been submitted to NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/). Accession: GSE46883 and GSE46810.

## Competing interests

The authors declare that they have no competing interests of a financial or non-financial nature.

## Authors’ contributions

KJM, Y-fL and DRA designed the transcriptome study. KJM and Y-fL performed the bulk of the RNA-seq analysis, DRA provided valuable input. SG undertook the 5′ RACE analysis. LM performed the global RNA-sequencing. KJM and Y-fL wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Schematic illustration of combined differential and global RNA-seq approach.** RNA samples were enriched for mRNA by depleting 16S and 23S rRNA. To differentiate 5′-triphosphorylated ends (three yellow, filled circles) generated by transcription from 5′-monophosphorylated ends (single yellow, filled circles) produced by RNA processing or degradation, an aliquot was incubated with tobacco acid pyrophosphatase (TAP; branch on left), which leaves a monophosphate on 5′ ends that were originally triphosphorylated. As a control, another aliquot was incubated under the same conditions, but without TAP (branch in centre). Both aliquots of this pair were then incubated separately with an adapter (red bar) that is only able to ligate to 5′-monophosphorylated ends. After terminating the 5′-end ligation reaction, the RNA was fragmented (not shown) to generate 3′ ends close to the native 5′ ends tagged with adaptor. The 3′ ends of the resulting fragments were then tailed using poly(A) polymerase (broken black bar). Fragmentation following the attachment of the 5′ adaptor allowed the efficient cloning of 5′ ends associated with long as well as short transcripts. To identify transcription units onto which 5′ ends could be mapped, a separate aliquot of the enriched mRNA was analysed using FRT-seq, an amplification-free form of strand-specific global RNA-seq (branch on right). To allow the mapping of all segments of transcripts, the RNA was fragmented and dephosphorylated prior to the ligation of adapter to 3′ ends (solid black bar). The RNA was then 5′ monophosphorylated to allow the ligation of a second adapter (red bar). The individual fragments were then reverse transcribed on the flow-cell without amplification, thus avoiding PCR biases and duplicates. The fragments were sequenced using an Illumina Genome Analyzer. Click here for file

Additional file 2 **Batch culture of *P. acnes *in Holland Synthetic Medium.** (A), the growth profiles were constructed from the results of replicate cultures (*n* = 13). The black and red plots correspond to growth following subculture without and with a potassium downshift, respectively. The error bars indicate the standard deviation of the OD_600_ readings. Times given are from the point of subculture. RNA was isolated from cultures 1 h after subculturing. There was no distinct exponential phase following the potassium downshift: cells grew without a discernible lag phase, but their growth rate appeared to decrease steadily with time. This may reflect the utilisation of phosphate reserves that were accumulated during growth on TYG. The doubling-time and specific growth rate during exponential growth in the absence of potassium downshift were 6.2 h and 0.111 h^-1^, respectively. (B), RT-PCR analysis of RNA isolated with and without potassium downshift: cDNA was synthesised from equal amount of *P. acnes* RNA, and used as template for PCR amplification of segments of the target genes PPA0010 (*gyrA*) and PPA0116 (*kdpB*) and analysed by electrophoresis using a 2.0% [w/v] agarose gel. Lane M shows a 100-bp DNA ladder (Fermentas), lanes 1 and 2 show PCR product using genomic DNA and no template, respectively. Lanes 3 and 4 show the PCR products of using cDNA synthesised from RNA isolated from cells subcultured without and with downshift, respectively. Lanes 5 and 6 are as lanes 3 and 4, but for a biological replicate. The sequences of the PCR primers were PPA0010F, 5′-CCCGTACTGGTCAGCGTTTA; PPA0010R, 5′-GCCGTCTGCTTGTACAGGTT; PPA0116F, 5′-CGGCAAGCAACTACTCATCA; and PPA0116R, 5′-TAAAGATGATCGCCGAGAGC. The *gyrA* transcript served as an internal control. Following potassium downshift, the *kdpB* gene is clearly induced. Click here for file

Additional file 3 **Transcriptional start sites identified for *P. acnes.*** All of the positions listed in this table were either enriched (EN) following treatment with TAP in all 4 of 4 experiments (see Figure 1) or associated with an obvious leading edge of transcription (LE) as judged by manual inspection of the global RNA-seq data or both. Nucleotide positions within 8 nt of each other were classified as belonging to the same TSS. The p-values are the probability that the number of reads corresponding to a 5′ end increase following treatment with TAP, *i.e.* are associated with a TSS, according to Rank product analysis [25,26]. Click here for file

Additional file 4 ***P. acnes *homologues of major factors involved in RNA processing and degradation.** Further details of factors involved in eubacterial RNA degradation and processing can be found in several recent reviews [9,10,16,104]. Click here for file

Additional file 5 **Genes with altered expression as a consequence of potassium downshift.** The microarray data obtained for each of the two duplicate cultures was analysed using M-A (ratio-intensity) scatterplots (data not shown). The vast majority of the points in each comparison (with vs. without downshift) were contained within boundaries described by the equation μ ± 3σ, where μ and σ are the average and standard deviation, respectively, of M in a moving window of 5,000 data-points sorted in ascending order of A [22,23]. The genes listed in this table were outside the boundaries in both of the two comparisons. The microarray data was also analysed using an online version of Rank Product algorithm [26], which detects differentially regulated genes in replicated microarray experiments. Overall the analysis of the M-A scatterplots appears to have been more sensitive. In two cases, it identified all of the genes in a cluster with related function, while Rank Product did not (see PPA1287-90 and PPA1758-60). It should be noted that genes linked to iron homeostasis were detected, *e.g.* genes encoding the ferrous iron transport proteins A and B (PPA1676 and PPA1677, respectively), and the production of a peptide-based iron chelators (PPA1287-1291). The potassium used to culture *P. acnes* was contaminated with trace amounts of iron. Thus, removing the potassium also removed a source of iron. P-values are for change in expression. ^+^Transcription starts within PPA0114. Click here for file

Additional file 6 **Processing of *P. acnes *tRNA.** n.d. = not detected (scale of 0–1000 dRNA-seq reads). Click here for file

Additional file 7 **Sequence alignment of *P. acnes *promoters associated with the translational machinery.** (A) shows ungapped sequences (+5 to −60) aligned to the ‘-10 box’ (consensus sequence of T.A.n.n.n.T), which was identified using MEME [69] and an initial search window of −1 to −15. 

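Part A of Additional file 7 gives the sequences upstream of 92 TSSs of rRNA, tRNA and ribosomal protein genes. A match to TAnnnT lies within 15 nt before the TSS in 81 of them (88.0%, 95% confidence interval 79.8 to 93.2%). Further upstream, 42 sequences (45.7%, 35.9 to 55.8%) contain a match to GnTTnG. Both matches are present in 38 sequences. The authors derived the motifs from these same sequences, so the shares follow in part from the selection, and no background rate is given. GnTTnG was counted further upstream without regard to the usual place of its box, so its share does not count such boxes.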

(B) as (A), except gaps have been introduced 5 nt upstream of the −10 boxes to maximise alignment to the ‘-35 box’ (consensus sequence of G/A.n.T/G.T/G.n.G). Highlighting indicates nucleotides that match the consensus sequences (Figure 7). Click here for file

Additional file 8 **List of annotated and possible sRNAs in *P. acnes.*** Click here for file

Additional file 9 List of possible leaderless mRNAs. Click here for file

Additional file 10 List of genes requiring reannotation. Click here for file

Additional file 11 **Degradation of 5′-triphosphorylated RNA by TEX.** Total *P. acnes* RNA was isolated as described in *Methods*. A 5′-triphosphorylated form of *E. coli cspA* mRNA was synthesised by *in vitro* transcription using T7 RNA polymerase (Invitrogen) using conditions stated by the manufacturer [121]. 0.5 μg of *cspA* was added to 1.0 μg of total RNA and treated with TEX using Reaction Buffer B and 1 U of enzyme for 1 h as specified by the vendor (Epicentre® Biotechnologies). The reaction products were purified by phenol: chloroform extraction and analysed by gel electrophoresis (1.2% [w/v] agarose). Lane 1 shows the control sample before treatment. Lanes 2 and 3 shows the products following incubation without (reaction buffer only) and with TEX, respectively. Click here for file

# Supplementary material for: A combination of improved differential and global RNA-seq reveals pervasive transcription initiation and events in all stages of the life-cycle of functional RNAs in Propionibacterium acnes, a major contributor to wide-spread human disease
**Source:** BMC Genomics. 2013 Sep 14;14:620. doi: 10.1186/1471-2164-14-620
**Supplement:** Additional file 4 — P. acnes homologues of major factors involved in RNA processing and degradation. Further details of factors involved in eubacterial RNA degradation and processing can be found in several recent reviews [9,10,16,104].

| **Factor** | **Gene** | **Description** |
| --- | --- | --- |
| RNase E/G | PPA0826 | Single strand-specific endoRNase involved in RNA degradation and the processing of stable RNAs. PPA0826 product has N-terminal extension (*cf*. *E. coli* enzymes). |
| RNase III | PPA1452 | Double strand-specific endoRNase involved in processing of rRNA and mRNA. May initiate the cleavage of some mRNAs. |
| RNase P (RNA component) | PPA0652 | EndoRNase that processes the 5’ end of tRNA. Also processes its own catalytic RNA and cuts some mRNAs. |
| RppH | PPA0342 | RNA pyrophosphohydrolase that initiates degradation of some mRNA by decapping the 5'-triphosphate end. |
| RNase J | PPA1467 | RNase with dual endo and 5′ to 3′ exo activity; has roles in the degradation of specific structural mRNAs. Does not appear to be critical for mRNA degradation in *B. subtilis*, not found in *E. coli.* |
| RNase Y | PPA1014 | Endonuclease involved in the degradation of mRNA in *B. subtilis*, not found in *E. coli.* |
| PNPase | PPA1471 | 3' to 5' exoRNase and 3'-terminal oligonucleotide polymerase. Functions in the degradation of various mRNAs and tRNA maturation. |
| oligoRNase | PPA1642 | Processive 3' to 5' exoRNase specific for short oligoribonucleotides. Final enzyme in degradation of RNAs to mononucleotides in *E. coli*. |
| tRNA nucleotidyl-transferase | PPA2301 | Responsible for adding CCA to 3' ends of tRNA for which this motif is not encoded. |
| RNase PH | PPA1674 | 3' to 5' exoRNase involved in 3' trimming of tRNAs. |
| RNase D | PPA1063 | 3' to 5' exoRNase involved in the 3' processing of various stable RNA molecules. |
|  | | |
| tRNase Z | none | EndoRNase that can generate mature 3' end of tRNA. |
| nanoRNase | none | Functionally equivalent to oligoRNase, found in *B. subtilis.* |
| RNase BN | none | 3' to 5' exoRNase involved in 3' trimming of tRNAs as well as various short unstructured RNAs. |
| RNase T | none | 3' to 5' exoRNase responsible for 3' trimming of many stable RNAs, including tRNAs and 5S rRNA. Can compensate for lack of other 3’-5’ exonucleases in tRNA maturation. |
| RNase II and RNase R | none | 3’-5’ exoRNase that cleaves RNA from the 3' end to produce ribonucleoside 5'-monophosphates. |

# Supplementary material for: A combination of improved differential and global RNA-seq reveals pervasive transcription initiation and events in all stages of the life-cycle of functional RNAs in Propionibacterium acnes, a major contributor to wide-spread human disease
**Source:** BMC Genomics. 2013 Sep 14;14:620. doi: 10.1186/1471-2164-14-620
**Supplement:** Additional file 5 — Genes with altered expression as a consequence of potassium downshift. The microarray data obtained for each of the two duplicate cultures was analysed using M-A (ratio-intensity) scatterplots (data not shown). The vast majority of the points in each comparison (with vs. without downshift) were contained within boundaries described by the equation μ ± 3σ, where μ and σ are the average and standard deviation, respectively, of M in a moving window of 5,000 data-points sorted in ascending order of A [22,23]. The genes listed in this table were outside the boundaries in both of the two comparisons. The microarray data was also analysed using an online version of Rank Product algorithm [26], which detects differentially regulated genes in replicated microarray experiments. Overall the analysis of the M-A scatterplots appears to have been more sensitive. In two cases, it identified all of the genes in a cluster with related function, while Rank Product did not (see PPA1287-90 and PPA1758-60). It should be noted that genes linked to iron homeostasis were detected, e.g. genes encoding the ferrous iron transport proteins A and B (PPA1676 and PPA1677, respectively), and the production of a peptide-based iron chelators (PPA1287-1291). The potassium used to culture P. acnes was contaminated with trace amounts of iron. Thus, removing the potassium also removed a source of iron. P-values are for change in expression. +Transcription starts within PPA0114.

| **Gene** | **Function** | **Fold change** | **p-value** |
| --- | --- | --- | --- |
| PPA0114**^+^** | hypothetical protein | +201.4 | 0.00E+00 |
| PPA0115 | potassium-transporting ATPase subunit A | +242.3 | 0.00E+00 |
| PPA0116 | potassium-transporting ATPase subunit B | +224 | 0.00E+00 |
| PPA0117 | potassium-transporting ATPase subunit C | +69.1 | 3.27E-06 |
| PPA0118 | two-component sensor, KdpD | +19.5 | 1.74E-05 |
| PPA0119 | two-component response regulator, KdpE | +33.9 | 7.62E-06 |
| PPA0120 | hypothetical protein | +5.9 | 4.35E-05 |
| PPA0476 | glucosamine-6-phosphate isomerase | +4.6 | 1.28E-04 |
| PPA0667 | hypothetical protein | +2.5 | 7.12E-04 |
| PPA1091 | hypothetical membrane associated protein | +3.1 | 3.37E-04 |
| PPA1092 | protein with Sua5/YciO/YrdC domain | +2.8 | 7.18E-04 |
| PPA1093 | 5`-methylthioadenosine/S-adenosylhomocysteine nuclosidase | +2.4 | 1.56E-03 |
| PPA1105 | phosphoglucomutase | +2.1 | 4.80E-03 |
| PPA1224 | putative glycerophosphoryl diester phosphodiesterase | +2.9 | 3.40E-04 |
| PPA1287 | non-ribosomal peptide synthetase | +2.9 | 5.59E-04 |
| PPA1288 | surfactin synthetase subunit 1 | +3.4 | 3.03E-04 |
| PPA1289 | cysteine synthase/ornithine cyclodeaminase | +3.6 | 3.48E-04 |
| PPA1290 | cystathionine beta-synthase | +4.1 | 9.36E-05 |
| PPA1676 | ferrous iron transport protein A | +3.8 | 1.18E-04 |
| PPA1677 | ferrous iron transport protein B | +3.8 | 1.55E-04 |
| PPA1758 | outer membrane lipoprotein | +5.9 | 6.97E-05 |
| PPA1759 | ABC transporter ATP-binding protein | +5.0 | 3.37E-04 |
| PPA1760 | ABC transporter associated permease | +3.8 | 1.50E-03 |
| PPA2286 | phosphoglucomutase/phosphomannomutase | +2.9 | 6.12E-04 |
| PPA2268 | alanine dehydrogenase | +1.6 | 4.13E-02 |
| PPA0012 | L-lactate dehydrogenase | -2.3 | 3.45E-03 |
| PPA0557 | sodium- and chloride-dependent transporter | -3.8 | 1.09E-05 |
| PPA0964 | transcriptional regulator | -2.9 | 3.59E-04 |
| PPA1476 | glycine betaine transport system permease protein | -2.1 | 6.85E-03 |
| PPA1807 | hypothetical protein | -4.2 | 6.53E-06 |
| PPA2152 | putative peptide transport system secreted peptide-binding protein | -3.0 | 7.40E-04 |
| PPA2175 | rare lipoprotein A (RlpA) family protein | -4.1 | 8.71E-05 |

# Supplementary material for: A combination of improved differential and global RNA-seq reveals pervasive transcription initiation and events in all stages of the life-cycle of functional RNAs in Propionibacterium acnes, a major contributor to wide-spread human disease
**Source:** BMC Genomics. 2013 Sep 14;14:620. doi: 10.1186/1471-2164-14-620
**Supplement:** Additional file 6 — Processing of P. acnes tRNA. n.d. = not detected (scale of 0–1000 dRNA-seq reads).

| **tRNA** | **Strand** | **Start** | **End** | **5' cut** | **3' cut** | **CCA** | **Position of 3' cut** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| tRNA1-IleGAT | + | 22691 | 22765 | n.d. | yes | yes | CCAc↓ag |
| tRNA45-AlaTGC | - | 146178 | 146254 | weak | yes | no | C↓CCcac |
| tRNA44-SerGGA | - | 251725 | 251810 | weak | n.d. | no | n.d. |
| tRNA2-ThrCGT | + | 304047 | 304123 | yes | yes | yes | C↓CAcgt |
| tRNA3-ThrTGT | + | 488759 | 488835 | yes | yes | yes | C↓CAtac |
| tRNA43-ArgCCT | - | 539706 | 539779 | weak | yes | no | CCGc↓ag |
| tRNA4-AlaCGC | + | 547302 | 547375 | yes | weak | yes | CCAc↓tg |
| tRNA5-GlnTTG | + | 583334 | 583413 | yes | yes | no | GAGc↓tc |
| tRNA6-LeuTAA | + | 602570 | 602644 | weak | yes | no | GTAc↓ac |
| tRNA42-LeuCAA | - | 846331 | 846417 | yes | n.d. | no | n.d. |
| tRNA7-AlaGGC | + | 919756 | 919829 | yes | yes | yes | CCAc↓t↓c |
| tRNA8-AsnGTT | + | 1043182 | 1043255 | yes | yes | no | GAGctttttgaagtga↓c |
| tRNA9-MetCAT | + | 1055685 | 1055759 | weak | yes | yes | CCAc↓tt |
| tRNA41-ValGAC | - | 1167178 | 1167250 | n.d. | n.d. | yes | n.d. |
| tRNA40-CysGCA | - | 1167251 | 1167322 | yes | n.d. | no | n.d. |
| tRNA39-GlyGCC | - | 1167350 | 1167423 | yes | n.d. | no | n.d. |
| tRNA10-ValCAC | + | 1167801 | 1167876 | weak | weak | ? | ccaC↓CGaca |
| tRNA11-ProGGG | + | 1319139 | 1319213 | weak | n.d. | no | n.d. |
| tRNA12-ArgCCG | + | 1364611 | 1364683 | n.d. | yes | no | GCGc↓tc |
| tRNA13-MetCAT | + | 1385666 | 1385743 | yes | weak | yes | C↓CAgtt |
| tRNA14-ValTAC | + | 1478196 | 1478270 | yes | weak | yes | CCAc↓tt |
| tRNA38-GluCTC | - | 1487605 | 1487681 | n.d. | yes | yes | C↓CAatc |
| tRNA37-GlnCTG | - | 1487817 | 1487889 | weak | yes | no | CAGc↓gc |
| tRNA15-LeuGAG | + | 1544933 | 1545022 | weak | yes | no | C↓CCcgg |
| tRNA36-GlyTCC | - | 1704127 | 1704201 | yes | yes | yes | C↓CAttt |
| tRNA35-ProTGG | - | 1754933 | 1755009 | n.d. | yes | yes | C↓CAgct |
| tRNA34-ArgTCT | - | 1787559 | 1787635 | n.d. | weak | yes | C↓CAccg |
| tRNA16-HisGTG | + | 1789701 | 1789777 | n.d. | yes | yes | C↓CAttc |
| tRNA17-LysCTT | + | 1810145 | 1810221 | n.d. | yes | no | C↓CGaag |
| tRNA18-LeuTAG | + | 1815118 | 1815203 | n.d. | yes | no | C↓CGcag |
| tRNA33-TrpCCA | - | 2053458 | 2053534 | weak | yes | no | C↓GAgac |
| tRNA32-MetCAT | - | 2057525 | 2057600 | yes | yes | yes | C↓CAatt |
| tRNA31-ThrGGT | - | 2057665 | 2057738 | yes | yes | no | GCTct↓g |
| tRNA30-TyrGTA | - | 2057939 | 2058021 | n.d. | yes | yes | CCAc↓gc |
| tRNA29-LysTTT | - | 2124565 | 2124639 | n.d. | weak | no | GCAc↓ag |
| tRNA19-GluTTC | + | 2126450 | 2126526 | n.d. | weak | no | C↓CCtct |
| tRNA20-AspGTC | + | 2126936 | 2127010 | yes | yes | no | TCGc↓tg |
| tRNA21-PheGAA | + | 2127071 | 2127148 | n.d. | yes | no | ccacC↓CTtgc |
| tRNA22-GlyCCC | + | 2251930 | 2252004 | yes | yes | yes | C↓CAtag |
| tRNA23-LeuCAG | + | 2320456 | 2320542 | n.d. | yes | no | C↓AAcga |
| tRNA24-ProCGG | + | 2334842 | 2334919 | n.d. | yes | yes | C↓Catcc |
| tRNA28-SerCGA | - | 2362676 | 2362764 | n.d. | n.d. | yes | n.d. |
| tRNA27-ArgACG | - | 2370945 | 2371018 | n.d. | yes | no | GCGc↓ag |
| tRNA26-SerGCT | - | 2371248 | 2371338 | yes | n.d. | no | n.d. |
| tRNA25-SerTGA | - | 2378583 | 2378669 | weak | yes | yes | C↓CAcgg |

# Supplementary material for: A combination of improved differential and global RNA-seq reveals pervasive transcription initiation and events in all stages of the life-cycle of functional RNAs in Propionibacterium acnes, a major contributor to wide-spread human disease
**Source:** BMC Genomics. 2013 Sep 14;14:620. doi: 10.1186/1471-2164-14-620
**Supplement:** Additional file 7 — Sequence alignment of P. acnes promoters associated with the translational machinery. (A) shows ungapped sequences (+5 to −60) aligned to the ‘-10 box’ (consensus sequence of T.A.n.n.n.T), which was identified using MEME [69] and an initial search window of −1 to −15. (B) as (A), except gaps have been introduced 5 nt upstream of the −10 boxes to maximise alignment to the ‘-35 box’ (consensus sequence of G/A.n.T/G.T/G.n.G). Highlighting indicates nucleotides that match the consensus sequences (Figure 7).

**A**

**B**

# Supplementary material for: A combination of improved differential and global RNA-seq reveals pervasive transcription initiation and events in all stages of the life-cycle of functional RNAs in Propionibacterium acnes, a major contributor to wide-spread human disease
**Source:** BMC Genomics. 2013 Sep 14;14:620. doi: 10.1186/1471-2164-14-620
**Supplement:** Additional file 10 — List of genes requiring reannotation.

| **TSS** | **Gene** | **Strand** | **Annotated start** | **Suggested start** | **Stop position** |
| --- | --- | --- | --- | --- | --- |
| 167222 | PPA0139 | + | 167045 | 167264 | 168424 |
| 407190 | PPA0358 | + | 407115 | 407190 | 407720 |
| 544192 | PPA0494 | + | 544192 | 544279 | 545499 |
| 847733 | PPA0774 | + | 847616 | 847742 | 850411 |
| 859207 | PPA0781 | + | 858938 | 859207 | 859996 |
| 962714 | PPA0885 | + | 962597 | 962816 | 963625 |
| 1029267 | PPA0949 | + | 1029249 | 1029396 | 1030769 |
| 1109579 | PPA1024 | + | 1109551 | 1109580 | 1110024 |
| 1193501 | PPA1102 | + | 1193412 | 1193502 | 1194209 |
| 1198600 | PPA1106 | + | 1198591 | 1198600 | 1199532 |
| 1374116 | PPA1267 | + | 1373997 | 1374191 | 1374818 |
| 1536907 | PPA1416 | + | 1536889 | 1536907 | 1537506 |
| 1941314 | PPA1777 | + | 1941294 | 1941314 | 1941941 |
| 1972911 | PPA1808 | + | 1972797 | 1972911 | 1973741 |
| 2108923 | PPA1947 | + | 2108896 | 2108923 | 2109924 |
| 2113770 | PPA1953 | + | 2113770 | 2113881 | 2115272 |
| 2156557 | PPA1984 | + | 2156438 | 2156555 | 2156995 |
| 2168990 | PPA1996 | + | 2168978 | 2169050 | 2169712 |
| 2335106 | PPA2151 | + | 2335002 | 2335131 | 2335670 |
| 282252 | PPA0228 | - | 282452 | 282251 | 281493 |
| 396911 | PPA0344 | - | 396922 | 396853 | 396209 |
| 432713-5 | PPA0384 | - | 432754 | 432715 | 431282 |
| 460965 | PPA0417 | - | 461102 | 460967 | 460395 |
| 969725-30 | PPA0892 | - | 969946 | 969725 | 968888 |
| 1016471 | PPA0935 | - | 1016485 | 1016469 | 1016060 |
| 1273602 | PPA1171 | - | 1273628 | 1273601 | 1273038 |
| 1335012 | PPA1226 | - | 1335102 | 1334982 | 1333456 |
| 1417207 | PPA1310 | - | 1417245 | 1417215 | 1416067 |
| 1422393 | PPA1314 | - | 1422428 | 1422392 | 1420308 |
| 1593674 | PPA1474 | - | 1593919 | 1593674 | 1592777 |
| 1865903 | PPA1712 | - | 1866004 | 1865903 | 1865099 |
| 1927522 | PPA1764 | - | 1927560 | 1927521 | 1925968 |
| 1960826 | PPA1794 | - | 1960891 | 1960826 | 1958978 |
| 2075431 | PPA1913 | - | 2075493 | 2075431 | 2074564 |
| 2116131 | PPA1954 | - | 2116169 | 2116130 | 2115351 |
| 2365391 | PPA2183 | - | 2365465 | 2365391 | 2364734 |
| 2496196 | PPA2299 | - | 2496258 | 2496195 | 2495050 |

How the deposited data were processed for this re-analysis (not part of the article)

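The gRNA-seq experiment of the paper was examined, with 1 library from cells subcultured without and 1 from cells subcultured with potassium downshift, both taken 1 h after subculture. The dRNA-seq and microarray experiments were not analysed here.

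The authors removed adapters, trimmed reads for quality, mapped them to the KPA171202 genome with Bowtie and kept all best places of each read. They deposited, for each library and strand, the coverage of each position as the number of reads that include it, and gave reverse-strand values a minus sign. The deposited coverage is a signal per position and not a count of reads per gene, and it was not normalized between libraries. The values of each strand were checked to be whole numbers at 2560265 consecutive positions, numbered from 1.

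Coverage was processed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. TSS positions, leading edges, tRNAs, sRNAs, leader lengths and revised gene starts were read from Additional files 3, 5, 6, 7, 8, 9 and 10, in the coordinates of the paper. A TSS listed as a range was placed at its 5′-most position. The cleavage sites of rRNA and pnp and the extents of nrdA, nrdD, nrdJ and eno were read from the labels of the figures.

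The genome sequence and annotation were not used here. Therefore genes were replaced by segments of 300 nt from leading-edge TSSs, and segments that overlap a tRNA, an entry of Additional file 8 in the class of other sRNAs or the 6000 nt on either side of the 5S rRNA peaks were left out. Of the leading-edge TSSs, 79 were left out for this reason and 1027 distinct segments remained. The results planned on genes, which are the scaling of the libraries, the number of changes of at least 4-fold, the share under 250 reads and the ranks of transcript levels, were computed on these segments. The share of sense TSSs within genes, the match to TAnnnT at TSSs across the genome and the correlation with the microarray over all listed genes were not run.

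For comparisons between the libraries, coverage with downshift was divided by 1.25, the median ratio over segments with a mean coverage of at least 10 in both libraries, and log2 ratios were taken after a pseudocount of 1. The kdp operon was measured over 8000 nt from its TSS. A change was counted when it was at least 4-fold in a segment with a mean coverage of at least 10 in either library. The step at a TSS was the log2 ratio of the mean coverage of the 50 nt from it to the 50 nt before it, with a pseudocount of 1, and was set beside 10000 random positions. RNAs were compared with the mean of the 100 nt on either side. Intervals of 95% are Wilson intervals for shares and order-statistic intervals for medians, and describe the sampling of sites within a library. They do not measure the spread between cultures. A narrow peak was defined as coverage of at least 1000 reads over at most 40 nt at mid-height, with at most 1/50 of the peak at 41 to 50 nt on either side.

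Genes, RNAs and TSSs are named where the paper names them in its text or legends. The largest rises outside the kdp operon and the largest falls among leading-edge TSSs are also named, to at most 2 in each direction since these have no gene names. With 1 library per condition, no test between conditions was made and no p-values are given.

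Steps, ratios, scaling, narrow peaks and intervals were tested on simulated data. Of 200 segments simulated with known changes, all well beyond 4-fold, 99% were recovered at the 4-fold threshold, and 0 unchanged segments were called. These simulated segments held no narrow peaks. The simulation therefore does not test changes near 4-fold or falls that rest on narrow peaks. The largest difference of a median step from the simulated one was 0.06 on the log2 scale.

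The alternatives chosen before the data were examined covered the scaling (by total coverage of the segments, or none), the pseudocount (0.1 or 10), the coverage minimum (0 or 50), mean against median or highest coverage, windows of 25 and 100 nt, a gap of 10 nt at the TSS, flanks of 50 and 200 nt, and the choice of copies for 5S rRNA. Those chosen after seeing the data left out positions in narrow peaks, moved reverse-strand TSSs 1 nt downstream, used the first 3000 nt of the kdp operon, exchanged the scaling factors of mean and median coverage, or used the genes of Additional file 10 for the share under 250 reads.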

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

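The tests of the width of the narrow peaks, of shared reads and of library depth were chosen after the result was seen, and the test of the flanks before. The bounds by which the test of the flanks was read were set after its value was seen.

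In the library without downshift, 235 narrow peaks of at least 1000 reads were found, against 13 with downshift. Of these, 2 and 3 overlap RNAs listed in Additional files 6 or 8, which leaves 233 without and 10 with downshift, and the paper does not discuss narrow peaks. For all 235, the median width at mid-height was 16 nt, and 84.7% were 15 to 17 nt wide. Shared reads of near-identical copies would give peaks of equal height, but only 10 had the height of another peak of the library. The highest coverage of the same positions with downshift had a median log2 ratio of -9.10 after scaling, far below what the scaling factor of 1.25 accounts for. A candidate explanation is that short reads piled up at single places in this library, which the widths do not rule out. The biological explanation that transcription near the peaks depends on potassium was examined in the 100 nt on either side. Their median log2 ratio was -0.67 (95% confidence interval -0.85 to -0.54), against -0.45 (-0.48 to -0.43) at 10000 random positions, a small difference beside the fall of the peaks themselves. The peaks were defined by low coverage beside them without downshift, which limits the fall that the flanks could show. The flanks therefore do not decide whether transcription near the peaks depends on potassium. Since each condition has 1 library, a difference between library preparations cannot be told apart from the condition.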

How the results depend on the processing

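Values are given for the library without and then with downshift. Of the alternative values, 79 stayed close to the reported one, 61 lay outside its interval or 1.5-fold range and 2 reversed direction. Among the log2 ratios and median steps given in this part, only that of nrdDG changed direction under the alternatives run. For single segments, 6 of the 8 that fell at least 4-fold had a log2 ratio above 0 with narrow peaks left out, and 6 with median coverage.

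The log2 ratio of the nrdDG leader to its coding region, -0.56 and 1.71, reversed without downshift with median coverage (1.98) and with the first 300 nt of the gene (1.38). A narrow peak of 37328 reads lies in the coding region measured. With the first 300 nt, the ratio was 1.25 with downshift, that of nrdAB 3.86 and 5.25, and that of nrdJ to nrdA 1.31 and 2.96.

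The number of segments that rose at least 4-fold was 3. It was 5 with no scaling, 4 with scaling by total coverage, and 2 with a pseudocount of 10, with median coverage, or with the scaling factor of median coverage. The number that fell was 8. With median coverage 2 other segments fell, 0 of the 8 did, and 4 changed in all in place of 11. With median coverage and the scaling factor of mean coverage 2 fell and 5 changed in all. With narrow peaks left out, 0 fell and 3 changed in all. The kdp log2 ratio stayed between 4.21 and 5.00 under the alternatives chosen before the data were examined, and was 5.60 over the first 3000 nt. Leaving out narrow peaks, using 3000 nt and exchanging the scaling factors of mean and median coverage were chosen after seeing the data.

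With windows of 25 nt, the median step was 2.12 and 2.60 at leading-edge TSSs, 0.46 and 0.48 at other TSSs, 1.80 and 2.57 at leaderless TSSs and 2.01 and 3.04 at re-annotated genes. With windows of 100 nt it was 2.62 and 3.46 at leading-edge TSSs, 0.61 and 0.81 at other TSSs and, with downshift, 4.56 at re-annotated genes. A pseudocount of 10 gave 1.79 and 2.30, 0.42 and 0.50, 1.55 and 2.16 and 1.75 and 2.80 for the same groups in order, and a pseudocount of 0.1 gave 3.35 at leading-edge TSSs with downshift. A gap of 10 nt gave 2.63 and 3.52 at leading-edge and 0.64 and 0.81 at other TSSs. In each setting the median step at leading-edge TSSs was larger than that at other TSSs. The authors judged leading edges from the same coverage, so this order follows from the selection and is not independent evidence. The TSSs of leaderless mRNAs and re-annotated genes were also taken from those with a step increase, so the same limit holds for their steps.

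The coverage after pervasive TSSs, 43.9 and 55.5 reads, was 1218 and 2202 as a mean over TSSs, 10.9 and 14.0 as an increase over the 50 nt before the TSS, 37.2 and 46.9 with windows of 25 nt and 49.6 without downshift with 100 nt. With the higher flank, the median log2 ratio was 5.38 for tRNAs without downshift and 2.43 and 2.65 for sRNAs, which a pseudocount of 10 changed to 2.70 and 2.79. The 5S rRNA coverage was 30498600 and 25441800 reads as the highest of a copy. It was 26256400 and 26407600 as the sum of copies, which counts shared reads at each. The share under 250 reads was 87.3 and 79.6% by median and 47.5 and 46.3% by highest coverage. It was 89.2 and 89.2% for the genes of Additional file 10, which were chosen after seeing the data. For these values and the steps, the cause was not tested.

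No paired analysis was possible because each condition has 1 library. The alternatives on the sense share of TSSs within genes, on the match to TAnnnT, on antisense TSSs only and on the background of the transcript ranks were not run, since they need the annotation or sequence of the genome.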

Differences from the paper's values

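The paper gives an increase of the kdp operon of about 100 fold by dRNA-seq, and states that gRNA-seq was similar. Over 8000 nt of the gRNA-seq data the increase was 23.7-fold. None of the alternatives chosen before the data were examined closed the gap: they gave 18.6-fold (pseudocount 10) to 31.9-fold (median coverage). Over the 300 nt next to the TSS, a window chosen after seeing the values, the increase was 83.4-fold.

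For 5S rRNA, in units of 1000000 reads, the paper's value is 15. The mean coverage of a copy in the same units was 8.75 without and 8.80 with downshift. Neither the highest coverage of a copy nor the sum of the 3 copies, the alternatives chosen before the data were examined, closed the gap. The sum counts reads shared by the copies at each of them, so it is not a separate estimate.

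For transcription after pervasive TSSs, the paper's average is 15 reads. The median coverage of the 50 nt after them was 43.9 reads without and 55.5 with downshift. Of the alternatives chosen before the data were examined, the increase over the 50 nt before the TSS, 10.9 and 14.0 reads, was within 1.5-fold of the paper's value, while the mean over TSSs and windows of 25 and 100 nt were not.

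The highest gRNA-seq coverage in the first 151 nt after the cleavage site upstream of 16S rRNA is about 45000 reads in Fig. 5A of the paper, read by eye. It was 24361 reads without and 48495 reads with downshift. The paper does not say which library the track shows, and no alternative was set for this value.

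For nrdRJ, the paper places the bulk of initiation at the distal promoter and the pair of nrd-boxes at the proximal one, while it earlier places the boxes at the distal promoter, so which promoter is meant is unclear. The larger step in coverage was at EN-1110196-99, the TSS nearer to nrdR. Its log2 value was 1.79 without and 1.23 with downshift, against -0.41 and 0.47 at EN-1110151-53. The windows of these TSSs overlap, and coverage before EN-1110151-53 was uneven without downshift. The steps therefore do not settle how initiation is divided between them.

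The paper counts 15 mRNAs with short leaders and no detected Shine-Dalgarno sequence, while Additional file 9 lists 11 entries with a leader over 10 nt. The numbers are within 1.5-fold of each other, and no alternative was set for this value.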

Other observations

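The tests of leader lengths, of the kdp operon and, for LE-527221-23, of the larger scaling factor were chosen after the result was seen, and those of the falls, of the tRNA ends and the other tests of LE-527221-23 before. The bounds by which the tests of the tRNA ends, of the kdp operon and of LE-527221-23 were read were set after their values were seen.

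At leading-edge TSSs listed as a single position with at least 50 reads nearby, the largest rise in coverage between neighbouring positions within 10 nt was at the listed position on the forward strand for 175 of 287 TSSs with downshift, and 1 nt downstream for 10. On the reverse strand it was at the listed position for 0 of 262 and 1 nt downstream for 168. Without downshift, the numbers were 85 and 6 of 237 on the forward and 0 and 85 of 219 on the reverse strand. A candidate explanation is that TSSs of the reverse strand are listed 1 nt upstream. Leader lengths, which rest on annotated start codons and not on coverage, were 1 nt for 89.6% of the reverse-strand entries of Additional file 9 and 0 nt for 66.7% of the forward-strand entries. The other explanation, coverage shifted by 1 nt on the reverse strand, was examined at the 5′ ends of tRNAs, where the median offset of the rise on the reverse strand minus that on the forward strand was -1 nt. That is opposite to such a shift, but the forward-strand rises lie 1 nt after the listed tRNA starts, so the tRNA positions do not settle it. No biological explanation was tested, since the design gives none. If the list is shifted, 69 of the mRNAs with a leader of 1 nt may begin at the start codon itself, which would add to the 50 start codons at a TSS. Moving reverse-strand TSSs 1 nt downstream, chosen after seeing the data, gave a median step at leading-edge TSSs of 2.45 and 3.21 without and with downshift.

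All 8 segments that fell at least 4-fold with downshift overlapped narrow peaks of the library without downshift: with the peaks left out, 0 of them fell at least 4-fold. The falls therefore rest on the peaks, and the remaining coverage of these segments does not show them.

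Outside the 8000 nt of the kdp operon, the coverage of the 300 nt from LE-527221-23 rose with a log2 ratio of 2.02, the only rise of at least 4-fold there. By locus number its gene is likely PPA0476, which Additional file 5 lists with a 4.60-fold increase, but it was not placed by annotation. The segment has 0 positions in narrow peaks. With median coverage its log2 ratio was 1.93, but that alternative also has a larger scaling factor, 1.37, and median coverage with the factor of 1.25 gave 2.05. Under scaling by total coverage and with no scaling its lowest log2 ratio was 2.23, but both use smaller factors and can only raise it. Mean coverage with the larger factor gave 1.90, and a pseudocount of 10 gave 1.78, so whether the rise reaches 4-fold depends on the scaling and the pseudocount.

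The increase was smaller in each of the last 4 segments of 1000 nt of the kdp operon than in each of the first 4. From the first to the last 1000 nt, the log2 change of coverage was 1.34 without and -0.99 with downshift, so both libraries contributed. Inside the operon, at EN-141412, coverage had a log2 step of 3.22 without and -0.24 with downshift, and EN-145183, listed with a leading edge, lies in the last 1000 nt. How much of the smaller increase comes from transcripts that start at such TSSs was not measured.

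Both the leading-edge and the other TSSs were unevenly spread over the strands. In the first part of the sequence, up to position 1280132, 61.2% of leading-edge TSSs and 62.6% of other TSSs were on the forward strand. In the remainder, 41.9% and 37.3% were.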
